# The *Arabidopsis* SWI2/SNF2 Chromatin Remodeler BRAHMA Regulates Polycomb Function during Vegetative Development and Directly Activates the Flowering Repressor Gene *SVP*

**DOI:** 10.1371/journal.pgen.1004944

**Published:** 2015-01-23

**Authors:** Chenlong Li, Chen Chen, Lei Gao, Songguang Yang, Vi Nguyen, Xuejiang Shi, Katherine Siminovitch, Susanne E. Kohalmi, Shangzhi Huang, Keqiang Wu, Xuemei Chen, Yuhai Cui

## Abstract

The chromatin remodeler BRAHMA (BRM) is a Trithorax Group (TrxG) protein that antagonizes the functions of Polycomb Group (PcG) proteins in fly and mammals. Recent studies also implicate such a role for *Arabidopsis* (*Arabidopsis thaliana*) BRM but the molecular mechanisms underlying the antagonism are unclear. To understand the interplay between BRM and PcG during plant development, we performed a genome-wide analysis of trimethylated histone H3 lysine 27 (H3K27me3) in brm mutant seedlings by chromatin immunoprecipitation followed by next generation sequencing (ChIP-seq). Increased H3K27me3 deposition at several hundred genes was observed in brm mutants and this increase was partially supressed by removal of the H3K27 methyltransferase CURLY LEAF (CLF) or SWINGER (SWN). ChIP experiments demonstrated that BRM directly binds to a subset of the genes and prevents the inappropriate association and/or activity of PcG proteins at these loci. Together, these results indicate a crucial role of BRM in restricting the inappropriate activity of PcG during plant development. The key flowering repressor gene *SHORT VEGETATIVE PHASE* (*SVP*) is such a BRM target. In brm mutants, elevated PcG occupancy at *SVP* accompanies a dramatic increase in H3K27me3 levels at this locus and a concomitant reduction of *SVP* expression. Further, our gain- and loss-of-function genetic evidence establishes that BRM controls flowering time by directly activating *SVP* expression. This work reveals a genome-wide functional interplay between BRM and PcG and provides new insights into the impacts of these proteins in plant growth and development.

## Author Summary

In flowering plants, the proper transition from vegetative growth to flowering is critical for their reproductive success and must be controlled precisely. Multiple genes have been shown to regulate the floral transition in response to environmental and endogenous cues. Among them is *SHORT VEGETATIVE PHASE* (*SVP*), a key flowering repressor gene in *Arabidopsis. SVP* is highly expressed during the vegetative phase to promote growth, but the mechanism by which the high expression level of *SVP* is maintained remains unknown. Here, we report a genome-wide study to examine the functional interplay between the BRM chromatin remodeler and the PcG proteins that catalyze trimethylation of lysine 27 on histone H3 (H3K27me3), a histone mark normally associated with transcriptionally repressed genes. We identify BRM as a direct upstream activator of *SVP*. BRM acts to keep the levels of H3K27me3 low at the *SVP* locus by inhibiting the binding and activities of the PcG proteins. Thus, our work identifies a previously unknown mechanism in regulation of flowering time and demonstrates the power of genome-wide approaches in dissecting regulatory networks controlling plant development.

## Introduction

Plant development takes place in distinct phases, each of which is characterized by the activation of a particular set of genes and the repression of others. Precise control of gene expression in each phase is crucial for proper growth and development. The transition from the vegetative to the reproductive phase is controlled precisely by multiple genetic pathways in response to environmental and endogenous signals [1–4]. In *Arabidopsis*, a repressor complex that consists of two MADS box transcription factors, FLOWERING LOCUS C (FLC) and SVP, serves as a negative regulator of flowering time by directly repressing the expression of the floral pathway integrators *FLOWERING LOCUS T* (*FT*) and *SUPPRESSOR OF OVEREXPRESSION OF CO 1* (*SOC1*) [1,5,6]. *SVP* is highly expressed during the vegetative phase [5,7], but is down-regulated during the floral transition by the autonomous and gibberellin (GA) pathways [5], which results in the de-repression of *FT* and *SOC1* to promote flowering. Despite its key role in controlling flowering time, the mechanisms by which *SVP* expression is regulated are still unknown. Particularly, no positive regulator(s) of *SVP* expression in the vegetative phase have been identified.

Polycomb Group (PcG) proteins are epigenetic repressors that maintain the repressed state of genes in cells where the genes should be inactive [8–11]. PcG proteins repress genes through combined activities of at least two multi-protein complexes known as Polycomb Repressive Complex 1 (PRC1) and PRC2 [8]. PRC2 is involved in the establishment and maintenance of the repressed chromatin state, by introducing the H3K27me3 mark. Subsequently, PRC1 binds to the H3K27me3 mark and compacts the chromatin, resulting in the repressed state of PcG target genes. In *Arabidopsis*, at least three forms of PRC2 complexes exist and each of them acts at specific developmental phases [12–15]. CLF and SWINGER (SWN) are two putative H3K27 methyltransferases and act redundantly during the vegetative and reproductive stages [16]. Several thousands of *Arabidopsis* genes were reported to carry the H3K27me3 mark in young seedlings [17–19]. A fraction of PcG target genes was found to carry the H3K27me3 mark specifically in either the shoot apical meristem or leaf cells [18], suggesting dynamic regulation of H3K27me3 deposition. Studies have been carried out to address how PcG proteins deposit H3K27me3 to target genes [12,13,20]. It is less known, however, about the mechanisms by which PcG activities are prevented from targeting certain genes to keep these genes on at particular developmental phases.

SWI/SNF-type chromatin-remodeling protein complexes are thought to utilize energy from ATP hydrolysis to mobilize, disrupt or change nucleosomes to create an open chromatin structure for the access of transcriptional factors or other regulators [21,22]. The SWI2/SNF2 ATPase in *Drosophila*, BRM, was initially classified as a Trithorax group (TrxG) protein since it activates the transcription of homeotic genes and thus antagonizes the function of PcG during fly development [23,24]. However, recent studies indicate that it can either activate or repress target gene expression, through increasing or decreasing the accessibility of the target DNA [24–26], yet its role in the regulation of gene expression is not well understood. Although the biochemical activities of plant SWI/SNF complexes have not been examined, progress has been made to identify the plant SWI/SNF complexes through genetic and molecular analysis [27–30]. In *Arabidopsis*, four SWI2/SNF2 ATPases including BRM and SPLAYED (SYD), four SWI3 proteins (SWI3A to SWI3D), two SWI/SNF ASSOCIATED PROTEINS 73 (SWP73A and SWP73B), two ACTIN RELATED PROTEINS (ARP4 and ARP7), and a single SNF5 subunit termed BUSHY (BSH) were predicted subunits of SWI/SNF complexes [27]. Previous *in vitro* protein-protein interaction data [28,31] and a recent effort in protein complex purification followed by peptide sequencing [32] suggest that these proteins could form several SWI/SNF complexes. Subunits of *Arabidopsis* SWI/SNF complex(es) play crucial roles in many aspects of plant development [26,27,33–36]. The SWP73B (also called BAF60) subunit has been shown to participate in the control of flowering time [37]. The SWI3C protein is involved in gibberellin (GA) responses [38]. *brm* mutants show pleiotropic phenotypes, such as reduced plant size [28,39], downward curling of leaves [28,33], mild floral homeotic defects [28,34], hypersensitivity to abscisic acid [26] and early flowering [33,39,40]. Efforts have been made to understand the reason why *brm* mutants show an early flowering phenotype [40], but the precise role of BRM in flowering time control is still not clear.

Although the roles of PcG proteins and BRM during plant development have been investigated individually, how their activities are coordinated is poorly understood. Interestingly, a recent report in *Arabidopsis* showed that loss of BRM activity led to the increased H3K27me3 at two floral homeotic genes [34], suggesting the antagonistic relationship between BRM and PcG. However, the current model is solely based on the characterization of a few identified targets of BRM, and it remains unknown to what extent BRM is required for antagonizing PcG function in plant. Also the precise mechanism by which BRM antagonizes PcG activity during plant development remains unclear. Finally, whether or not plant BRM might work synergistically with PcG proteins is completely unknown. To address these questions, we have performed a genome-wide analysis of H3K27me3 in *brm* mutant seedlings by chromatin immunoprecipitation followed by next generation sequencing (ChIP-seq). We identify several hundred genes that show increased levels of H3K27me3 upon loss of BRM activity, demonstrating the critical role of BRM in preventing genes from H3K27me3-mediated repression in plant cells. We further show that there is inappropriate invasion of PcG proteins. Finally, by taking advantage of our genome-wide data, we uncover a role for BRM in repressing flowering by activating directly the expression of *SVP*, thus providing an explanation for the early flowering phenotype of *brm* mutants. Together, our results demonstrate that BRM is essential for proper H3K27me3 distribution in the genome and thus plant development.

## Results

### Loss of BRM Activity Leads to the Gain of H3K27me3 at Hundreds of Genes

To examine whether BRM affects the patterns of H3K27me3 deposition and distribution in a genome-wide scale, we performed ChIP-seq with anti-H3K27me3 antibodies in wild-type Col and *brm-1*, a null allele with a T-DNA insertion [28]. 

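The deposited data cover seedlings of Col and *brm-1* harvested at 14 days, whose sheared chromatin was immunoprecipitated for H3K27me3, the mark set by PRC2. Each genotype has 2 biological replicates of the immunoprecipitation (ChIP) and 1 input library, which is the same kind of chromatin sequenced without the antibody and has no replicate. According to the methods, the authors mapped the reads with Bowtie to the TAIR10 genome and kept the perfectly and uniquely mapped ones. The deposited files list these reads with their position and strand, each 51 bp long, and hold no counts and no normalized values. The Col ChIP libraries contain 7277025 and 4935216 reads, the *brm-1* ChIP libraries 5855437 and 5126990, the Col input 6281319 and the *brm-1* input 6122385. The methods name either of a pair of Illumina instruments, the sample labels name the Genome Analyzer IIx, and the read names of every library carry a HiSeq run on 1 flow cell and 2 lanes. Between 38.6% and 49.8% of the reads in these 4 ChIP libraries lay at a position and strand already taken by another read, as PCR copies or strong enrichment produce. One read per position and strand was kept, which left 3654258 and 3019610 reads in Col and 3594961 and 2662073 in *brm-1*. The 5′ end of each read was moved 75 bp towards the centre of the fragment and counted on the annotated TAIR10 genes, with genes shorter than 1000 bp widened to that length around their midpoint (11045 of 37899 genes). Counts were divided by the kept reads of the library on chromosomes 1 to 5 and given per 1000000 kept reads (RPM). For comparisons between genotypes, log2(RPM + 1) was fitted with limma over the 32061 genes with at least 10 reads in at least 2 ChIP libraries, and all 4 sequenced genotypes shared one estimate of the spread. A gene was called higher or lower where it changed more than 2-fold with a Benjamini-Hochberg adjusted p under 0.05. The methods name SICER for the enriched regions and ChIPDiff for the comparison, without parameters in the paper's text, and neither program was used here. RPM is a relative measure without an external standard. A change shared by all marked genes leaves RPM as it was, and a library with fewer background reads gives more of its RPM to the marked genes.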

Two independent biological DNA samples were generated and used for sequencing. We mapped the reads to the *Arabidopsis* genome and identified H3K27me3-enriched regions in both wild-type and *brm* mutants. Only H3K27me3-enriched regions identified in both biological replicates were chosen for further data analysis. 

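To find regions enriched in H3K27me3, 200 bp windows holding more reads than the genome average gives (Poisson p under 0.2) were joined across gaps of up to 600 bp. Each joined stretch was then compared with the scaled input of the same genotype by an exact test of both counts, and kept at a Benjamini-Hochberg adjusted p under 0.01. The 2 Col replicates gave 5836 and 5845 regions, of which 5701 overlapped between the replicates by at least 1 bp. These shared regions covered 19.9 Mb with a median length of 2400 bp and overlapped 8746 annotated genes. The same procedure gave 5839 shared regions in *brm-1*, covering 21.8 Mb and 9274 genes. The exact test replaced a Poisson test with the scaled input taken as free of error, which gave 945 false shared regions in simulated libraries with 200 planted regions. On other simulated libraries drawn the same way, with the same planted regions and input, the exact test gave 1 false shared region and found 100% of the planted ones. On the sequenced Col libraries the replaced test gave 6622 regions and 9368 genes. Among the other alternatives, the number of Col regions moved furthest with gaps of up to 200 bp, to 6861, and the number of genes when a region had to cover at least 50% of the gene, to 7417. Of the kept reads, 59.2% ± 0.0742 (SD, n = 2) of the Col ChIP libraries and 72.8% ± 2.00 (SD, n = 2) of the *brm-1* ChIP libraries fell in the Col regions, against 16.3% in the Col input and 16.9% in the *brm-1* input. With regions from a stricter threshold against input these shares were 56.5% in Col and 69.6% in *brm-1*.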

In 14-day-old wild-type Col seedlings, we identified 5,591 regions, corresponding to 7,230 genes, which were marked by H3K27me3 (S1 Dataset). H3K27me3 target genes identified in our study cover more than 95% (6,322 out of 6634) of those reported in a previous ChIP-seq analysis [19]. Furthermore, in both Col and the *brm-1* mutant, the patterns of H3K27me3 at several well-characterized H3K27me3 target genes, such as *AGAMOUS* (*AG*), *APETALA3* (*AP3*), *FLC* and *FT*, are very similar to those reported by Lu et al [19] (Fig. 1A). In contrast, no H3K27me3 signals at two highly expressed genes, *ACTIN2/7* and *TUB2*, were observed (Fig. 1B), demonstrating the quality and reliability of our ChIP-seq data.

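*AG* (AT4G18960) lies on chromosome 4 from 10382856 to 10388539 and held 315 ± 15.6 RPM in Col (SD, n = 2), 6.27 times the RPM of the Col input, and 389.9 ± 54.2 RPM in *brm-1* (SD, n = 2), 6.56 times its input. *AP3* (AT3G54340; chromosome 3 from 20119140 to 20121314) held 111 ± 6.10 RPM in Col and 131 ± 13.8 in *brm-1* (SD, n = 2 each). For *FLC* (AT5G10140; chromosome 5 from 3173382 to 3179448) the values were 388 ± 10.1 and 402 ± 55.9 RPM (SD, n = 2 each), and for *FT* (AT1G65480; chromosome 1 from 24331373 to 24333999) 91.6 ± 6.33 and 109 ± 1.64 RPM (SD, n = 2 each). Enrichment over input at *AP3*, *FLC* and *FT* was 5.49-fold, 7.42-fold and 5.14-fold in Col. All 4 genes overlapped a shared region in both genotypes. None changed more than 2-fold in *brm-1*, with log2 changes of 0.30 for *AG* (adjusted p = 0.0284, limma), 0.24 for *AP3* (adjusted p = 0.0439), 0.04 for *FLC* (adjusted p = 0.774) and 0.24 for *FT* (adjusted p = 0.0797). The direction at all 4 genes depended on the processing. With the background of each library taken off, an alternative chosen after seeing the data, the changes were -0.028 at *AG*, -0.085 at *AP3*, -0.30 at *FLC* and -0.046 at *FT*. This alternative also scaled each library to the RPM left on the genes marked in Col. That was 380780 and 375941 in the Col replicates and 494093 and 493651 in *brm-1*. The signs therefore reflect both steps, which were not separated. With TMM over the genes marked in Col the changes were -0.0038 at *AP3* and -0.20 at *FLC*, and without *brm-1* replicate 2 the change at *FLC* was -0.098. With median-of-ratios size factors *AG* (1.21), *AP3* (1.14) and *FT* (1.15) were called higher. When libraries were scaled on the genes outside all regions, also chosen after seeing the data, all 4 genes rose more than 2-fold, by log2 changes between 1.17 and 1.43.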

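*ACTIN2/7* (AT5G09810) lies on chromosome 5 from 3052062 to 3054691 and *TUB2* (AT5G62690) on chromosome 5 from 25181296 to 25183811. *ACTIN2/7* held 4.50 ± 2.15 RPM in Col and 1.86 ± 2.09 RPM in *brm-1* (SD, n = 2 each), which is 0.220 and 0.0923 times the RPM of the matching input. At *TUB2* the ChIP libraries held 6.29 RPM in Col and 1.82 ± 0.973 RPM in *brm-1* (SD, n = 2 in *brm-1*), or 0.371 and 0.0865 times the input. Both genes were below their input in every ChIP library of the 2 genotypes, and no shared region overlapped them. The log2 change in *brm-1* was -1.11 at *ACTIN2/7* (adjusted p = 0.0633, limma) and -1.42 at *TUB2* (adjusted p = 0.00897). *ACTIN2/7* was called lower with TMM over the genes marked in Col (-1.31) and with 500 bp added on each side (-1.40). It was also called lower with the replicate number as a block (-1.11), and without *brm-1* replicate 1 its change was -1.94. The call at *TUB2* rests on few reads. It was lost when either Col replicate or *brm-1* replicate 2 was left out, with changes of -1.42, -1.42 and -1.06. Scaling with TMM over all tested genes (-0.996), TMM over 10 kb bins (-0.98) or median-of-ratios size factors (-0.72), or on the genes outside all regions (-0.56), or a pseudocount of 4 (-0.83), also removed it. The changes at both genes were below 0 under all of these settings, and with the background of each library taken off both genes showed no reads above it in either genotype.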

**Figure 1:**
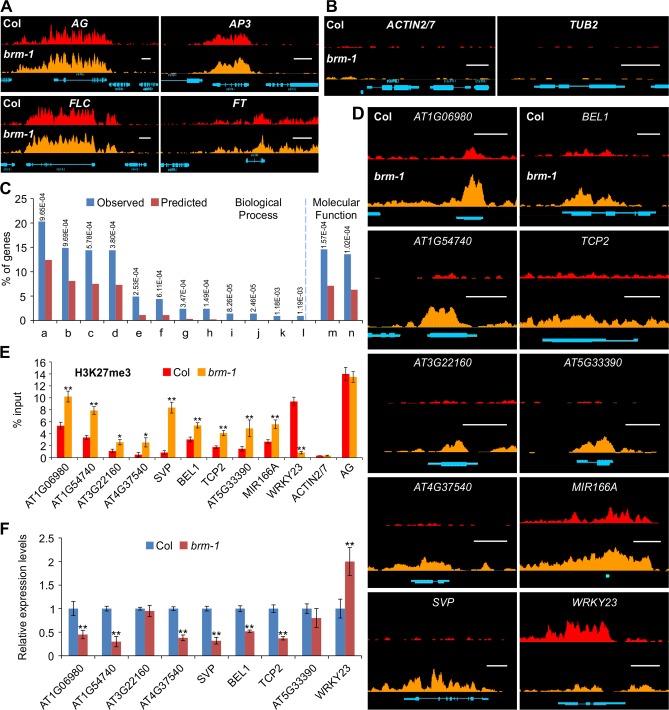
Loss-of-function of *BRM* results in changes of H3K27me3 distribution over several hundred endogenous genes. (A) ChIP-seq data for the well-known H3K27me3 target genes *AG, AP3, FLC* and *FT* from wild type Col (red; top) and *brm-1* (orange; bottom). Gene structures are shown underneath each panel. Scale bars, 1Kb. The plants used were 14-day-old seedlings. (B) ChIP-seq data showing no H3K27me3 signal at two constitutively expressed genes *ACTIN2/7* and *TUB2* in wild-type Col (red; top) and *brm-1* (orange; bottom). Gene structures are shown underneath each panel. Scale bars, 1Kb. (C) Gene Ontology (GO) analysis of the genes showing increased H3K27me3 levels in *brm-1*. Numbers on the top are P values (hypergeometric test) for GO category enrichment generated by comparing the percentage of the corresponding categories in the genes that showed increased H3K27me3 levels with those in the whole genome. (a) Regulation of biological process;(b) Regulation of metabolic process; (c) Regulation of macromolecule metabolic process;(d) Regulation of gene expression; (e) Response to auxin stimulus; (f) Tissue development; (g) Gene silencing by miRNA; (h) Meristem maintenance; (i) Meristem determinacy; (j) Floral meristem determinacy; (k) Leaf shaping; (l) Maintenance of floral meristem identity; (m) Transcription regulator activity; (n) Transcripiton factor activity. (D) ChIP-seq data showing changes in H3K27me3 levels at 10 selected genes in *brm-1*. Nine of them showed an increase and one showed a decrease in H3K27me3 levels. Data for the wild-type Col are shown in red at the top, and *brm-1* is shown in orange at the bottom. Gene structures are shown underneath each panel. Scale bars, 1Kb. (E) ChIP-qPCR validation using independent samples. Data are shown as percentage of input. *ACTIN2/7* and *AG* were used as control loci that exhibited no change in H3K27me3 deposition. Error bars indicate standard deviations from three biological replicates.*: *P* < 0.05; **: *P* < 0.01. (F) Expression analysis of selected genes by qRT-PCR. The expression of each gene was normalized to that of *GAPDH*, and the expression level in Col was set to 1. Error bars indicate standard deviations from three biological replicates.*: *P* < 0.05; **: *P* < 0.01.

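Of the 32061 genes tested, 111 were called higher and 12331 lower in *brm-1* than in Col. Among the lower genes, 12212 (99.0%) overlapped no H3K27me3 region of any genotype, a class that makes up 67.8% of the tested genes. The median log2 change was -0.75 over all tested genes, 0.24 over genes in regions and -1.11 over genes outside them. Genes that overlapped a region of Col or *brm-1* accounted for 90 of the higher and 71 of the lower calls. In simulated libraries of the same size, the test found 100% of the genes raised 3-fold and 97.0% of those lowered 3-fold, with 4 false calls. All unchanged genes had the Col level in every simulated genotype. The simulation therefore cannot tell whether a difference in background produced the lower calls. Genes with few expected reads were not picked for change. Among alternatives chosen after seeing the data, scaling on the genes outside all regions gave 9539 higher and 672 lower genes, taking off the background of each library 87 and 207, and testing genes in regions only 89 and 69. Among the alternatives set beforehand, median-of-ratios size factors moved them most, to 7483 higher and 1537 lower.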

Compared to wild-type, we identified 276 genes at which H3K27me3 levels changed more than twofold in the *brm-1* mutant (see the Materials and Methods section for details). Out of the 276 genes, 258 (93.5%) genes showed more than a twofold increase in H3K27me3 in *brm-1*, while only 18 (6.5%) genes showed more than a twofold reduction in H3K27me3 in *brm-1* (S2 Dataset). 

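S2 Dataset lists the genes behind these numbers, and 249 of the 258 genes with a listed increase and all 18 with a listed decrease were among the tested genes. Of the 249, 50 were called higher and 5 lower in *brm-1* over all genes tested, and the numbers were 50 and 5 when the p-values were adjusted over the list alone. The list was chosen in the study on these same libraries, so neither the count over the list alone nor the other counts and medians of the list are independent evidence. Without the 2-fold rule, 139 passed the adjusted p as higher and 9 as lower. The log2 change was above 0 at 219 of the 249 genes, with a median of 0.53 and quartiles of 0.27 and 0.90. A shared region of *brm-1* overlapped 193 of them, a Col region 126, and a *brm-1* region without a Col region 70. The median gene of the list held 18.3 and 17.6 RPM in the 2 Col replicates and 29.5 and 27.0 RPM in the 2 *brm-1* replicates. The count of called genes moved most with scaling on the genes outside all regions, to 218. With TMM over the genes marked in Col it was 28.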

Our genome-wide data show that BRM mainly acts to antagonize PRC2 activity during vegetative development, which is consistent with its expected role as a TrxG protein. However, the decreased H3K27me3 at a smaller set of genes in *brm* mutant suggests that BRM could also promote PcG activity at certain loci.

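Large changes stood out among the called genes with at least 100 reads in every library of the higher genotype and the same direction in every replicate. The 3 largest rises were at AT1G54740, AT5G24240 and *SVP*, and the 3 largest falls at *WRKY23*, AT1G38360 and *POK1*. AT5G24240 (chromosome 5 from 8230916 to 8234150) held 16.7 ± 1.14 RPM in Col and 75.2 ± 8.56 RPM in *brm-1* (SD, n = 2 each), a log2 change of 2.10 (standard error 0.16, adjusted p = 1.77e-08, limma). AT1G38360, annotated as a pseudogene on chromosome 1 from 14437603 to 14445999, fell from 37.5 ± 1.52 to 8.42 ± 6.59 RPM, and *POK1* (AT3G17360; chromosome 3 from 5935880 to 5946540) from 36.0 ± 4.84 to 7.27 ± 2.31 RPM (SD, n = 2 each). Their log2 changes were -2.23 (adjusted p = 9.19e-04) and -2.18 (adjusted p = 2.01e-05). Both of these genes lay outside all regions and below the Col input, at 0.539 and 0.456 times its RPM, and neither was called once the background of each library was taken off. From the larger number of genes with raised than with lowered H3K27me3 in *brm-1*, the paper concludes that BRM acts mostly against PRC2 during vegetative growth.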

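Of the 18 genes with a listed decrease, 8 were called lower in *brm-1* and 14 passed the adjusted p as lower without the 2-fold rule. Their median log2 change was -0.97, with quartiles of -1.21 and -0.78, and 17 of the 18 changes were below 0. A Col region overlapped 16 of these genes and a *brm-1* region 10. The median gene held 33.7 and 32.5 RPM in the Col replicates, 19.2 and 18.8 RPM in the *brm-1* replicates, and 12.9 and 12.7 RPM in the Col and *brm-1* inputs. The number of calls ranged from 1 with median-of-ratios size factors to 13 with TMM over the genes marked in Col, and it was 5 without *brm-1* replicate 2.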

We performed a Gene Ontology (GO) analysis for the genes showing increased H3K27me3 deposition using the BINGO software [41]. In the classification of biological processes, these genes were highly enriched in “regulation of metabolic process” (P = 9.69E-4) and “regulation of gene expression” (P = 3.8E-4; Fig. 1C), and in terms of molecular function, the most enriched category observed was “transcription regulator activity” (P = 1.57E-4). Thus, BRM is involved in a wide spectrum of cellular processes such as gene expression regulation and metabolism through preventing PcG proteins from H3K27me3 deposition. To validate our ChIP-seq data, we randomly chose a subset of genes and performed ChIP followed by quantitative PCR (ChIP-qPCR) using independent chromatin samples. We confirmed the changes in H3K27me3 levels at all 10 selected genes in *brm-1* (Fig. 1D and 1E). 

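In the ChIP-seq libraries, the log2 change in *brm-1* was 2.73 at AT1G54740 (chromosome 1 from 20430769 to 20431986), from 4.80 ± 2.11 to 36.5 ± 6.80 RPM (SD, n = 2 each). AT5G33390 (chromosome 5 from 12661708 to 12663496) changed by 2.02, from 10.3 ± 1.38 to 44.6 ± 4.43 RPM. AT3G22160 (chromosome 3 from 7817779 to 7818985) rose from 4.07 ± 0.335 to 15.0 ± 0.00344 RPM and AT4G37540 (chromosome 4 from 17639393 to 17640925) from 13.1 ± 3.03 to 36.7 ± 5.48 RPM. The rise was from 27.1 ± 1.86 to 62.3 ± 5.44 RPM at *BEL1* (AT5G41410; chromosome 5 from 16579936 to 16584077) and from 22.1 ± 1.06 to 61.4 ± 0.173 RPM at *TCP2* (AT4G18390; chromosome 4 from 10162922 to 10165583). *MIR166A* (AT2G46685), a microRNA gene on chromosome 2 from 19176108 to 19176277 counted over a window of 1000 bp, held 19.9 ± 0.0754 RPM in Col and 52.5 ± 3.62 in *brm-1*. The log2 changes of these last 5 genes were 1.66, 1.43, 1.17, 1.43 and 1.35, and each of the 7 genes was called higher, with adjusted p between 2.57e-07 and 8.44e-04 (limma). AT1G06980 (chromosome 1 from 2142939 to 2143977) rose from 21.4 ± 2.20 to 41.0 ± 3.79 RPM, a log2 change of 0.91 (standard error 0.15, adjusted p = 2.96e-04), which is under 2-fold. It passed 2-fold with TMM over all tested genes (1.45) and over 10 kb bins (1.45), with median-of-ratios size factors (1.78), with scaling on the genes outside all regions (1.98) and without Col replicate 1 (1.01). *BEL1* fell under 2-fold with TMM over the genes marked in Col (0.93). With the background taken off, AT1G54740, AT4G37540 and *BEL1* no longer passed the adjusted p, at log2 changes of 4.10, 1.61 and 1.55. The plot of RPM at the 10 genes also includes *SVP* and *WRKY23*.

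**Figure D1:**
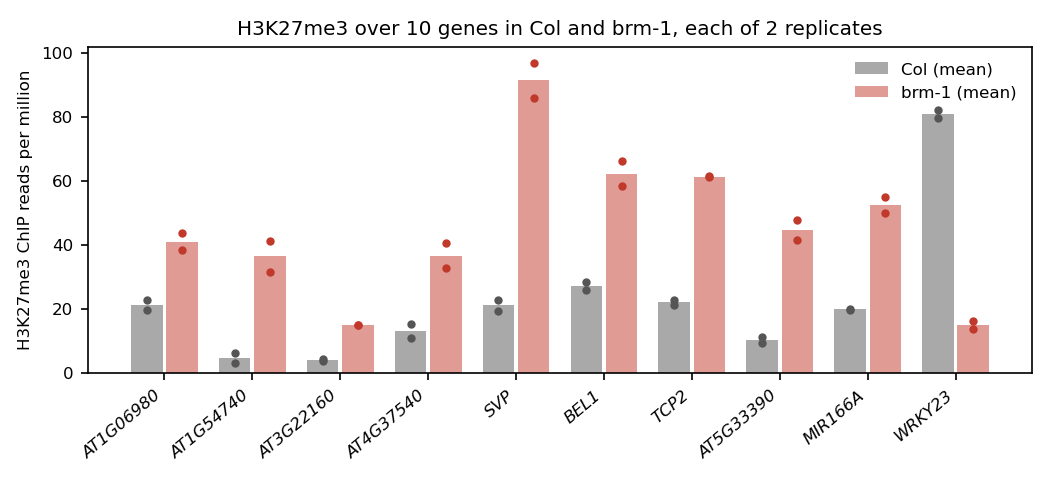
H3K27me3 ChIP signal in RPM (vertical axis) over 10 genes (horizontal axis) in Col (grey) and *brm-1* (red), with bars for the mean and points for the 2 replicates. At 9 genes both *brm-1* points lie above both Col points, and at *WRKY23* both lie below.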

We did not detect any marked changes at the PcG non-targets *ACTIN2/7* or the PcG target *AG* (Fig. 1E).

Next, we asked whether the elevated H3K27me3 levels in the *brm-1* mutant caused down-regulation of the corresponding genes. We measured the expression levels of several selected genes that showed increased H3K27me3 levels in *brm-1* by quantitative Reverse Transcription-PCR (qRT-PCR) and observed decreased expression for most but not all of them in *brm-1* (Fig. 1F). 

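*WRKY23* (AT2G47260) lies on chromosome 2 from 19404802 to 19407098 and is the gene with the largest called fall in *brm-1* among those with at least 100 reads in each Col library. It held 80.9 ± 1.77 RPM in Col and 15.0 ± 1.59 RPM in *brm-1* (SD, n = 2 each), a log2 change of -2.36 (standard error 0.16, adjusted p = 3.33e-09, limma). Over the 28 alternatives the change stayed between -2.88 and -1.25 and past the threshold, though several of them leave the log2 change as it was by construction.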

Interestingly, we also found increased expression of *WRKY23* (Fig. 1F), a gene with decreased H3K27me3 levels in *brm-1* (Fig. 1D and 1E). These data indicate that there is a positive correlation between increased H3K27me3 levels and decreased gene expression in *brm-1* and also suggest that increased H3K27me3 deposition alone in *brm* might not be sufficient for gene repression at some target loci.

### Removal of CLF or SWN Activity in *brm* Background Results in a Substantial Decrease of H3K27me3 Deposition at Some Genes

In *Arabidopsis*, CLF is thought to be a major H3K27 methyltransferase responsible for the deposition of H3K27me3 in tissues other than seeds [42,43]. LIKE HETEROCHROMATIN PROTEIN 1/TERMINAL FLOWER 2 (LHP1/TFL2) associates with regions with H3K27me3 across the *Arabidopsis* genome and was proposed to be a key component of a plant PRC1 complex [44,45]. Both *clf* and *tfl2* single mutants showed up-ward curling of leaves (Fig. 2A) [42,46]. We reasoned that CLF might be required for the increased H3K27me3 levels at some genes in the *brm-1* mutant. To test this, we first generated a *brm clf* double mutant to examine the genetic relationship between *CLF* and *BRM. clf* single mutants display up-wardly curled leaves while *brm* single mutants show down-ward curling of leaves [28]. Up-ward leaf curling in *clf* mutants can be caused by ectopic expression of floral homeotic genes such as *AG, AP1*, and *AP3* [16,42]. In the *brm clf* double mutants, the up-ward curling of leaves was weaker than that in *clf* single mutants (Fig. 2A and S1 Fig.), suggesting that *brm* can partially suppresses *clf*. We also generated *brm tfl2* double mutants. The leaves of the *brm tfl2* double mutants showed down-ward curling as those in *brm* single mutants (Fig. 2A and S1 Fig.) suggesting that *brm* suppresses *tfl2*’s phenotype of up-wardly curled leaves. These genetic data support a notion that BRM antagonizes PcG function during vegetative development. Consistent with the partially rescued up-ward leaf curling in *brm clf* double mutants, we found decreased ectopic expression of several floral homeotic genes such as *AG, AP1*, and *AP3* in *brm clf* double mutant leaves compared to *clf* single mutants (S2 Fig.). Interestingly, the *brm clf* double mutants were also smaller in terms of overall size than either single mutant, suggesting the additive effect of the two mutations in plant development. Supporting this observation, we noticed that there were more genes mis-regulated in *brm clf* double mutants than either single mutant (S3 Fig.).

**Figure 2:**
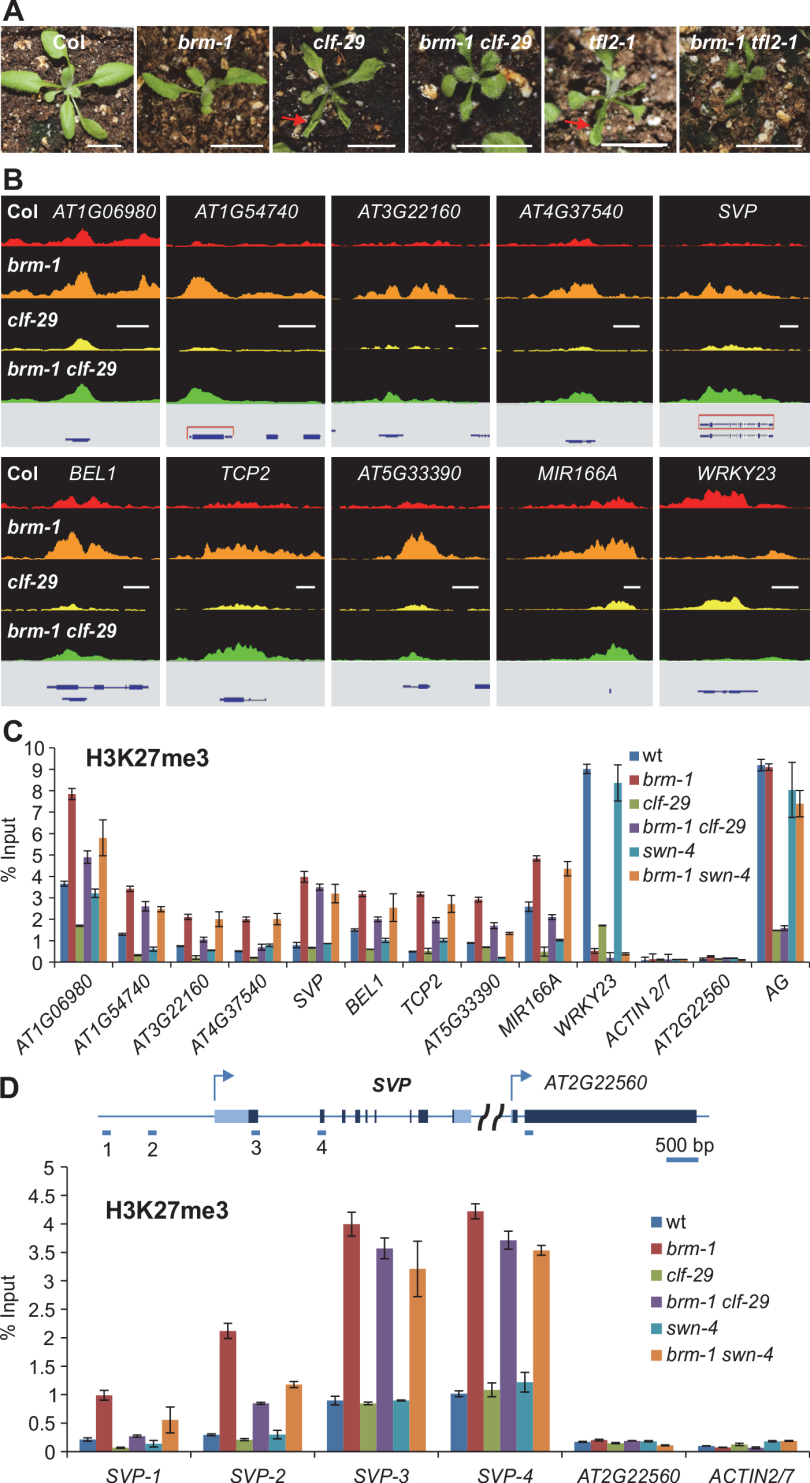
Removal of CLF or SWN activity in *brm* background results in a substantial decrease of H3K27me3 deposition. (A) Loss of BRM activity partially rescues the up-wardly leaf curling phenotypes of *clf-29* and *tfl2-1*. Scale bar: 1 cm. (B) ChIP-seq data comparing H3K27me3 levels at 10 selected genes in Col, *brm-1, clf-29* and *brm-1 clf-29*. Data for the wild type Col are shown in red, *brm-1* in orange, *clf-29* in yellow, and *brm-1 clf-29* in green. Gene structures are shown underneath each panel. Scale bars, 1Kb. (C) ChIP-qPCR validation of the H3K27me3 ChIP-seq data using independent samples; and ChIP-qPCR detection of H3K27me3 levels in *swn-4* and *brm-1 swn-4* mutants. ChIP signals are shown as percentage of input. *ACTIN2/7* and *AT2G22560* (a flanking gene of *SVP*) were used as negative control loci; and *AG* was used as a positive control locus. Error bars indicate standard deviations from three biological replicates. (D) Top panel: schematic representation of the genomic region covering *SVP* and the flanking gene *AT2G22560*. Dark and light blue boxes indicate exon and intron, respectively. Arrows indicate the transcription start sites. Short blue lines indicate the positions of primer pairs used. Bottom panel: ChIP-qPCR determining the levels of H3K27me3 across the *SVP* locus. ChIP signals are shown as percentage of input. Error bars indicate standard deviations from three biological replicates.

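The same counts were made for *clf-29* and for *brm-1 clf-29*, each with 2 replicates, and the plot of RPM in 4 genotypes shows every replicate. *SVP* held 97.3 ± 23.8 RPM in *clf-29* and 277 ± 23.7 RPM in *brm-1 clf-29* (SD, n = 2 each). Against *brm-1*, the double mutant was higher at *SVP* by a log2 change of 1.59 (standard error 0.14, adjusted p = 2.55e-08, limma), at AT1G06980 by 1.05 (adjusted p = 9.75e-06) and at AT1G54740 by 1.01 (adjusted p = 0.00327). The calls at AT1G06980 and AT1G54740 lay close to 2-fold, and several alternatives brought them under it, down to 0.84 and 0.82. *TCP2* and *MIR166A* rose by less than 2-fold, 0.82 (adjusted p = 2.03e-04) and 0.74 (adjusted p = 5.56e-04). Little change was detectable at AT3G22160 (0.04, adjusted p = 0.963), AT4G37540 (0.01, adjusted p = 0.993) and *BEL1* (-0.23, adjusted p = 0.491). AT5G33390 was lower in the double mutant, at 20.8 ± 0.988 RPM, a log2 change of -1.06 (adjusted p = 7.88e-04) that fell short of 2-fold without *brm-1* replicate 2 (-0.96), with a pseudocount of 4 (-0.97) and in at least 1 pair of same-numbered replicates. *WRKY23* held 135 ± 14.5 RPM in *clf-29* and 16.8 ± 2.08 RPM in the double mutant, where its change from *brm-1* was 0.15 (adjusted p = 0.641). Of the control genes, *AG* held 224 ± 40.4 RPM in *clf-29* and 222 ± 40.1 RPM in *brm-1 clf-29*, and AT2G22560, the gene downstream of *SVP*, 3.05 ± 1.04 and 2.86 ± 0.0229 RPM (SD, n = 2 each). The double mutant was lower than *brm-1* at *AG* by a log2 change of -0.81 (adjusted p = 5.21e-06), which is under 2-fold. With the background of each library taken off, *AG* was called lower (-1.04, adjusted p = 0.0486). At AT2G22560 the change from *brm-1* was -0.086 (adjusted p = 0.934).

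**Figure D2:**
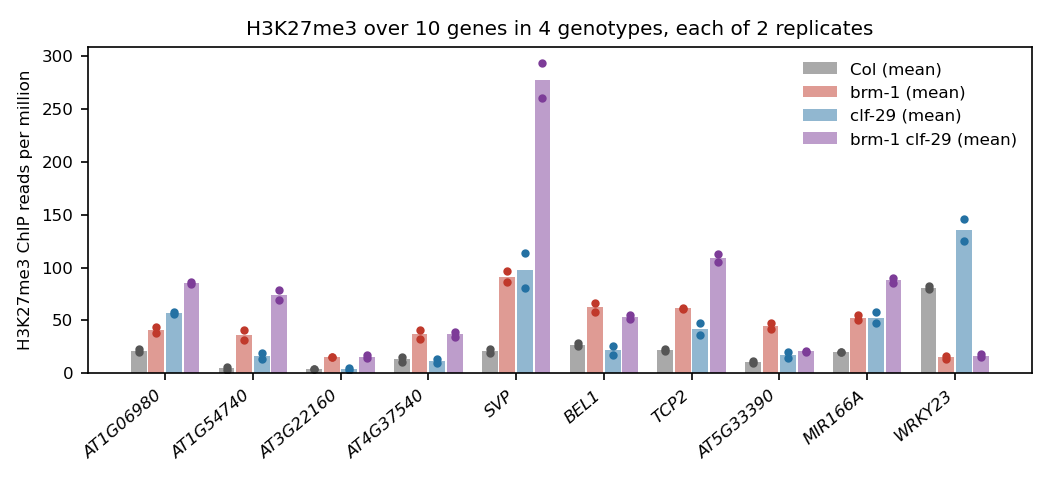
H3K27me3 ChIP signal in RPM (vertical axis) over 10 genes (horizontal axis) in Col, *brm-1*, *clf-29* and *brm-1 clf-29*, with bars for the mean and points for the 2 replicates of each. *SVP* in *brm-1 clf-29*, with a mean of 277, is the highest value, and *WRKY23* is low in both genotypes with *brm-1*.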

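Beside Col and *brm-1*, the series holds 2 ChIP replicates and 1 input of *clf-29*, which lacks the H3K27 methyltransferase CLF, and the same set of *brm-1 clf-29*. The *clf-29* ChIP libraries contain 5468459 and 3901085 reads and those of *brm-1 clf-29* 5271342 and 5991556. Their inputs contain 5498751 and 6342078 reads. Keeping 1 read per position and strand left 2597268 and 2112103 reads in *clf-29* and 2463579 and 3131823 in *brm-1 clf-29*, so the smallest ChIP library of all is *clf-29* replicate 2. These libraries were mapped, counted and scaled like those of Col and *brm-1*, and *brm-1 clf-29* was compared with *brm-1* in the same fit. The share of reads in the Col regions was 76.2% ± 0.599 (SD, n = 2) in *clf-29* and 75.6% ± 0.682 (SD, n = 2) in *brm-1 clf-29*, with 16.7% and 16.5% in their inputs. The share in *brm-1* exceeded that in Col by 13.5 percentage points (exact 2-sided permutation test, p = 0.333, the smallest that 2 libraries against 2 allow). The share in *brm-1 clf-29* differed from that in *clf-29* by -0.55 points (exact 2-sided permutation test, p = 0.667). Pooled over both backgrounds, the 4 libraries with *brm-1* differed from the 4 with functional BRM by 6.49 points (exact permutation test, p = 0.4), a mean that describes neither background. Called as in Col, *clf-29* had 6233 shared regions over 15.7 Mb and *brm-1 clf-29* 6486 over 17.0 Mb. The plot of the shares of reads shows each library.

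**Figure D3:**
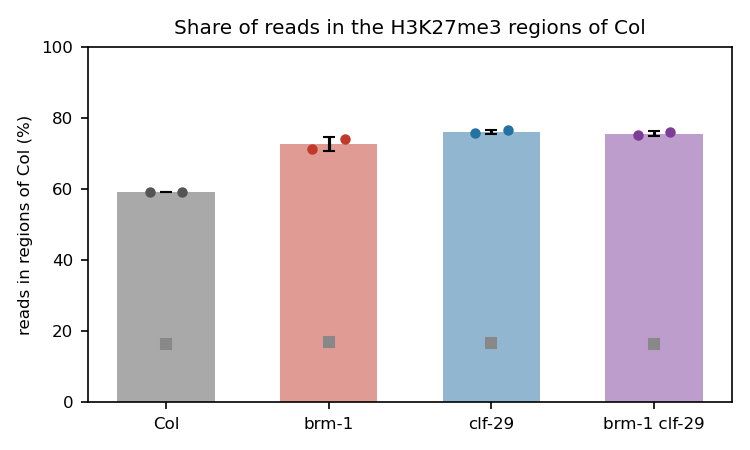
Percentage of kept reads inside the H3K27me3 regions of Col (vertical axis) in 4 genotypes (horizontal axis), with bars for the mean of 2 ChIP replicates, error bars for the SD, coloured points for the replicates and grey squares for the inputs. Both Col replicates lie below all 6 mutant ChIP libraries, and the inputs lie between 16.3% and 16.9%.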

To test if CLF is required for the increased H3K27me3 levels at some genes in the *brm-1* mutant, we measured genome-wide H3K27me3 levels in *brm clf* double mutants by ChIP-seq and compared them with those in *brm* single mutants. We found that removal of CLF activity led to a marked reduction of H3K27me3 levels at approximately half of the genes with increased H3K27me3 levels in *brm-1* (133 out of 258; Fig. 2B; S3 Dataset), indicating the requirement for CLF activity for the increased H3K27me3 levels at some of the genes in *brm* mutants. 

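In *brm-1 clf-29* against *brm-1*, 446 genes were called higher and 1664 lower, and 1044 of the lower genes overlapped an H3K27me3 region of *brm-1* or *brm-1 clf-29*. Among the 249 tested genes with a listed increase in *brm-1*, 23 were called lower and 17 higher in the double mutant. Their median log2 change was 0.09, and 110 of the 249 changes were below 0. The median was below 0 with TMM over all tested genes (-0.069) or over the genes marked in Col (-0.0041), with 500 bp added on each side of the gene (-0.0085) and with the background taken off (-0.084). S3 Dataset names the genes that the study found to depend on CLF, of which 124 were tested. Of these, 23 were called lower over all genes tested and 24 when the p-values were adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. Without the 2-fold rule, 46 passed the adjusted p as lower and 7 as higher. The median log2 change of the 124 genes was -0.35, with quartiles of -0.88 and -0.02, and 94 were below 0. Genes chosen for a high value in *brm-1* tend to fall in a second comparison against the same libraries. In 20 simulations without any difference between the genotypes, 85.8% of the 249 genes with the largest apparent rise in *brm-1* were lower in *brm-1 clf-29*, with a median log2 change of -0.21. No simulated gene truly rose, so these values do not give the size of this effect in a list with true rises. Counting in 1 kb bins moved the numbers most, to 58 lower genes of the listed increase and 54 of S3 Dataset. The largest falls in the double mutant were at AT3G00890 (-3.21, adjusted p = 2.47e-09), *MIR157b* (-2.77, adjusted p = 9.57e-07) and AT4G23380 (-2.61, adjusted p = 1.53e-09), none of which is in the list of increases. The largest rises, apart from *SVP*, were at *ZFP8* (1.94, adjusted p = 5.76e-08) and *FLA9* (1.76, adjusted p = 1.08e-05). From the lower H3K27me3 at these listed genes in *brm clf*, the paper concludes that CLF activity is required for the raised levels at some genes in *brm* mutants.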

We validated these results by ChIP-qPCR at selected genes (Fig. 2C). It is worth noting, however, that there was no drastic loss in H3K27me3 levels at the rest of the genes in the *brm clf* double mutant relative to the *brm* single mutant (Fig. 2B and 2C), which might be explained by the redundant SWN activity at these loci. 

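Of the genes with a listed increase that S3 Dataset does not name, 125 were tested. In *brm-1 clf-29* against *brm-1* their median log2 change was 0.48, with quartiles of 0.17 and 0.79, and 109 of the 125 changes were above 0. The higher calls numbered 16, and without the 2-fold rule 57 genes passed the adjusted p as higher and 3 as lower (limma). The median gene of this set held 19.7 and 19.2 RPM in the Col replicates, 29.5 and 26.7 RPM in *brm-1*, 28.1 and 27.5 RPM in *clf-29*, and 39.4 and 36.4 RPM in *brm-1 clf-29*. For the 124 tested genes of S3 Dataset the corresponding values were 17.1 and 16.7, 27.4 and 28.4, 13.1 and 12.3, and 21.3 and 20.0 RPM.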

To examine the contribution of SWN, we generated the *brm-1 swn-4* double mutant. We found that H3K27me3 levels at the majority of the selected loci in the *brm swn* double mutant were lower than those in the *brm* single mutant (Fig. 2C). Furthermore, we scanned the *SVP* locus and included a region from the neighboring gene *At2g22560*, for H3K27me3 distribution in all five mutant backgrounds. As shown in Fig. 2D, the results were consistent with those in Fig. 2B and 2C, suggesting a redundant role of CLF and SWN at *SVP*. These observations are consistent with a scenario in which BRM acts to protect some gene loci from PcG activity in developing seedlings so that these genes stay active.

### Increased Occupancy of CLF/SWN at Target Loci in *brm* Mutants

To determine if the increase in H3K27me3 levels in *brm* mutants was due to increased CLF/SWN presence at the loci, we first measured CLF occupancy at the loci in the *brm* mutant relative to wild-type using a GFP-tagged CLF line [43]. As shown in Fig. 3A, CLF occupancy was increased at all the selected genes, suggesting that, in the absence of BRM, CLF is allowed to access some inappropriate genomic regions, resulting in increased H3K27me3 levels. We then examined the involvement of SWN. For that, we generated an YFP-tagged SWN line and performed ChIP with anti-YFP antibodies to measure SWN occupancy in the *brm* mutant relative to wild type. We found that the occupancy of SWN was also increased at the majority of the loci when BRM was absent (Fig. 3B). Furthermore, we also scanned the *SVP* locus, including the region in the neighboring gene, to compare patterns of CLF/SWN occupancy between wild type and *brm-1*. As shown in Fig. 3C and 3D, the two proteins were markedly enriched in *brm-1* across the *SVP* locus with a strong bias towards the transcription start site (TSS), implicating a redundant action of CLF and SWN at *SVP*. These observations suggest that increased CLF/SWN occupancy could contribute to the elevated levels of H3K27me3 in *brm* mutants. On the other hand, by comparing H3K27me3 levels and CLF/SWN occupancy at *SVP* relative to the control loci such as *At2g22560* and *ACTIN*, low but significant levels of H3K27me3 (Fig. 2D) and CLF/SWN (Fig. 3C and 3D) at *SVP* were found in wild-type plants. This suggested that BRM prevents high levels of H3K27me3 and CLF/SWN occupancy rather than excluding them. Alternatively, it could also function to keep PcG in an inactive state. At the *WRKY23* locus, CLF/SWN occupancy was reduced in the *brm* mutant (Fig. 3A and 3B), consistent with the decreased H3K27me3 levels observed at this locus (Fig. 1D and 1E).

**Figure 3:**
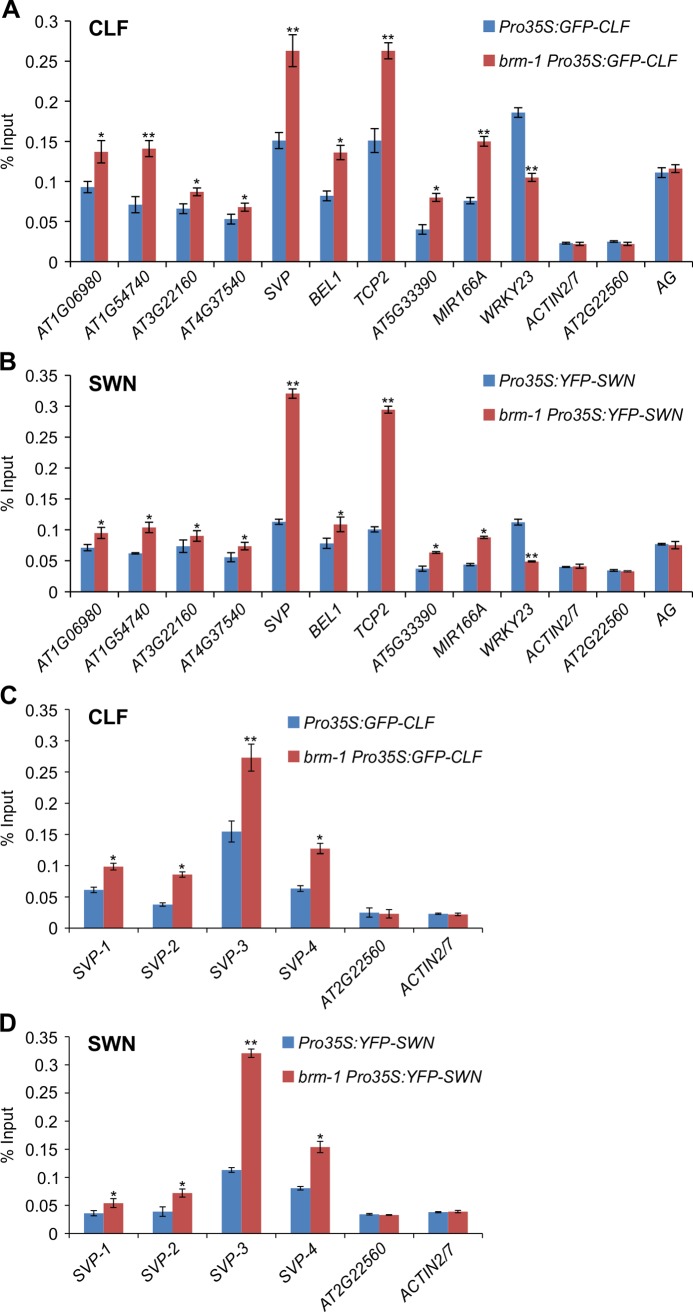
Physical occupancy of CLF and SWN at selected genes in *brm* mutants. (A) Analysis of CLF occupancy at selected genes as determined by ChIP-qPCR using anti-GFP antibody in *brm-1 Pro35S:GFP-CLF* and *Pro35S:GFP-CLF* plants. (B) Analysis of SWN occupancy at selected genes as determined by ChIP-qPCR using anti-GFP antibody in *brm-1 Pro35S:YFP-SWN* and *Pro35S:YFP-SWN* plants. (C) and (D) ChIP-qPCR to determine the levels of CLF (C) and SWN (D) occupancy across the *SVP* locus. The primers used are the same as those in Fig. 2D. ChIP signals are shown as percentage of input. *ACTIN2/7* and *AT2G22560* were used as negative control loci. *AG* was a positive control locus. Error bars indicate standard deviations among three biological replicates. *: *P* < 0.05; **: *P* < 0.01.

### Physical Occupancy of BRM at Target Loci

Next, we asked how BRM antagonizes PcG function during vegetative growth, i.e., whether it does so directly or indirectly. One of the possibilities that could explain the increased H3K27me3 deposition and PcG protein occupancy on chromatin in *brm* is the elevated expression level of genes encoding PcG subunits. To address this issue, we examined the expression levels of genes encoding PRC2 components, including *CLF, SWN, EMBRYONIC FLOWER2* (*EMF2*), *VERNALIZATION2* (*VRN2*), FERTILIZATION-INDEPENDENT ENDOSPERM (*FIE*) and *FERTILIZATION INDEPENDENT SEED2* (*FIS2*) [12] in *brm* mutants. The expression of these genes was not increased markedly in *brm-1* compared to that in wild-type (S4 Fig.), indicating that BRM does not antagonize PcG through repressing the expression of PcG-encoding genes. We also measured histone H3 levels at selected genes, and found a slight increase in *brm-1* (S5 Fig.). However, the change in H3 levels was very small and thus could not fully account for the change in H3K27me3 levels. These observations point to the possibility that BRM acts directly at the target loci to antagonize PcG proteins.

We then tested whether BRM acts directly on the affected genes by physically binding to these genes. We performed ChIP-qPCR experiments to examine BRM occupancy at the affected genes. For the ChIP assay, we used a transgenic *Arabidopsis* line expressing a GFP-tagged BRM transgene under the control of the *BRM* native promoter (*ProBRM:BRM-GFP*) [47]. The transgene could fully rescue the morphological defects of the *brm-1* null mutant (Fig. 4A), suggesting that it is functional in vivo. ChIP was performed with anti-GFP antibodies and *Pro35S:GFP* plants were used as the negative control. The ChIP DNA was analyzed by qPCR to examine the enrichment of BRM at target genes. Genomic regions around the transcription start site at all examined genes were significantly enriched in the BRM-GFP ChIP (Fig. 4B). Furthermore, we scanned the *SVP* locus, including the negative control region in the neighboring gene, for BRM occupancy. As shown in Fig. 4C, the BRM was found to be significantly enriched at the *SVP* locus, particularly near the TSS. The physical association of BRM with these selected genes, in combination with increased H3K27me3 deposition and decreased expression of the genes in *brm* mutants, suggests that BRM acts directly at these target loci, to keep the PRC2 activity off and thus promote gene activity. Loss of BRM activity allows the access to these loci by PRC2, which turns off or decreases gene expression.

**Figure 4:**
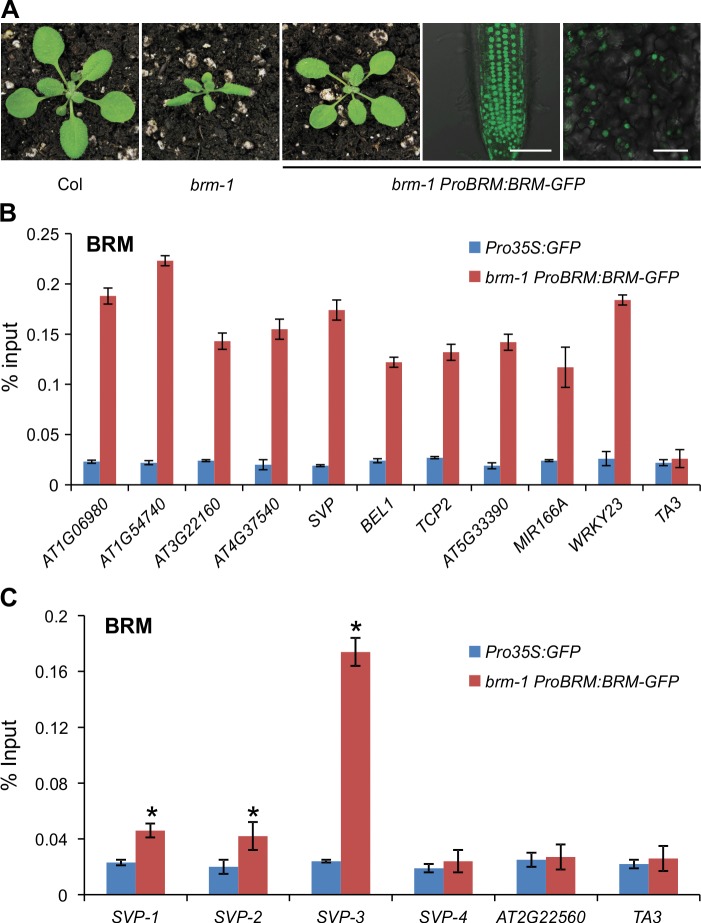
Physical occupancy of BRM at selected genes. (A) *ProBRM:BRM-GFP* could complement the *brm-1* phenotype. GFP signals were detected by confocal microscopy in 14-day-old *brm-1 ProBRM:BRM-GFP* roots and leaves, respectively. Scale bar: 50 μm. (B) BRM occupancy at selected genes as determined by ChIP using anti-GFP antibody in *brm-1 ProBRM:BRM-GFP* plants with *Pro35S:GFP* plants as control. ChIP signals are shown as percentage of input. *TA3*, a transposable element gene that is not targeted by BRM [34], was used as a negative control locus. (C) ChIP-qPCR to determine the occupancy of BRM across the *SVP* locus. ChIP signals are shown as percentage of input. The position of primer pairs used is the same as in Fig. 2D. *AT2G22560*, a flanking locus of *SVP*, was used as a negative control locus. Error bars indicate standard deviations among three biological replicates. *: *P* < 0.05.

### BRM Positively Regulates *SVP* Expression

In the sections below, we present our observations to demonstrate that *SVP* is a main target of BRM in the control of flowering. *SVP* is a key negative regulator of flowering in *Arabidopsis*, and loss-of-function of *SVP* results in early flowering [5,7]. Consistent with its role in maintaining the duration of the vegetative phase, *SVP* is highly expressed in seedlings, but is barely detectable in inflorescence tissues [7]. We noticed initially from our ChIP-seq and ChIP-qPCR data (Fig. 1D and 1E) that H3K27me3 levels drastically increased at the *SVP* locus in *brm-1* compared with wild-type. These data suggest that the *SVP* locus becomes a PRC2 target in the absence of BRM activity. 

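*SVP* (AT2G22540) lies on the forward strand of chromosome 2 from 9579647 to 9583901. It held 21.3 ± 2.44 RPM in Col and 91.4 ± 7.75 RPM in *brm-1* (SD, n = 2 each), a log2 change of 2.06 (standard error 0.14, adjusted p = 3.33e-09, limma), and it was called higher under each of the 28 alternatives, at 1.82 to 3.14. Several of these alternatives leave the log2 change as it was by construction. Relative to its input the gene stood at 2.47 in *brm-1*. The shared region of *brm-1* ran from 9578801 to 9583400, 4600 bp that begin upstream of the annotated start. In *clf-29* the region ran from 9580001 to 9583000 and in *brm-1 clf-29* from 9578801 to 9584000. The downstream gene AT2G22560 (chromosome 2 from 9585549 to 9589366) held 9.18 ± 0.599 RPM in Col and 3.12 ± 0.698 in *brm-1* (SD, n = 2 each), below the input in both, and overlapped no region.

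**Figure D4:**
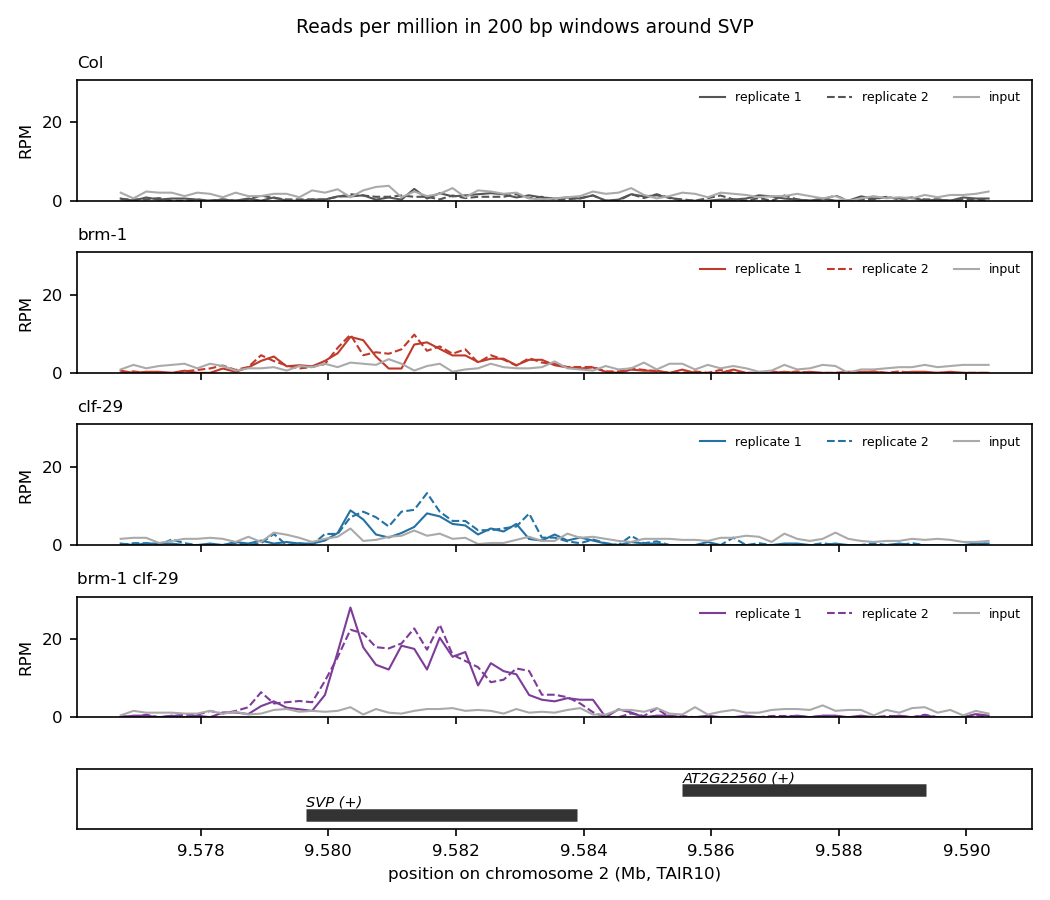
H3K27me3 ChIP signal in RPM per 200 bp window (vertical axis) along chromosome 2 (horizontal axis, Mb of TAIR10) for both replicates of 4 genotypes, with the input in grey and the annotated genes *SVP* and AT2G22560 below. Signal above input lies over most of *SVP* in *brm-1* and *brm-1 clf-29*. In *clf-29* it lies over the inner part of the gene, and in each of these genotypes it stays away from AT2G22560.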

The increase in H3K27me3 levels at the *SVP* locus in *brm* raises the possibility that BRM may act to keep *SVP* on by antagonizing PcG activity during vegetative growth. To test this hypothesis, we first extended the single time point expression analysis of *SVP* in *brm-1* as presented in Fig. 1F by examining the expression of *SVP* in the *brm-1* mutant spanning several developmental time points. Indeed, the expression of *SVP* in the *brm-1* mutant was consistently lower than that in wild-type plants over a time course spanning 8 to 14 days after germination (DAG, Fig. 5A), suggesting that BRM activity is continually required for the high levels of *SVP* expression in seedlings. The decreased expression of *SVP* was unlikely due to the accelerated floral transition of *brm-1* plants, since the expression of *AP1*, a marker gene for the vegetative-to-floral developmental transition [48,49], remained low throughout the time course (S6 Fig.).

**Figure 5:**
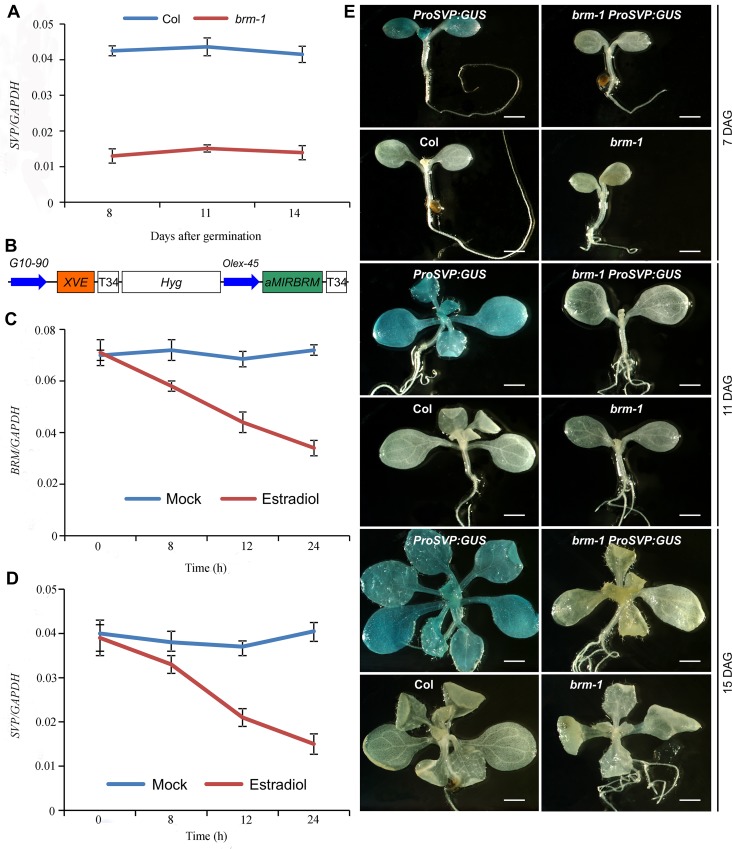
*SVP* expression is tightly controlled by BRM. (A) The expression of *SVP* is drastically decreased in developing *brm-1* seedlings compared with that in Col (grown at 22°C) as determined by qRT-PCR. (B) Schematic diagram of the region between the right and left T-DNA borders of the *XVE::aMIRBRM* construct. The precursor of *aMIRBRM* was inserted behind a LexA operator sequence fused to the-45 35S minimal promoter (O_LexA_-45). Other components of the vector were described previously (Curtis and Grossniklaus 2003). (C) *BRM* expression in 7-old-day *XVE::aMIRBRM* transgenic seedlings mock treated or treated with 10μm β-estradiol for 0, 8, 12, and 24h, respectively. (D) *SVP* expression in 7-day-old *XVE::aMIRBRM* transgenic seedlings mock treated or treated with 10μm β-estradiol for 0, 8, 12, and 24h, respectively. The expression of each gene in A, C, and D was normalized to that of *GAPDH*. Error bars indicate standard deviations among three technical replicates from one representative experiment. (E) GUS activity patterns of *ProSVP:GUS* in Col and *brm-1* backgrounds in 7, 11, and 14-DAG (days after germination) seedlings. Col and *brm-1* were included as negative controls. Scale bar: 0.5 mm.

To confirm that BRM activates the expression of *SVP*, we generated *XVE::aMIRBRM* transgenic lines that harbor an inducible artificial microRNA (amiRNA) targeting *BRM* (Fig. 5B). As shown in Fig. 5C, *BRM* transcript levels in 7-day-old *XVE::aMIRBRM* seedlings treated with β-estradiol to induce the amiRNA were gradually decreased by approximately 50% during a 24h time course, indicating that the amiRNA was effective. *SVP* transcript levels showed a similar reduction kinetics in the time course (Fig. 5D). This result reveals that proper BRM activity is required for *SVP* expression.

To further verify that BRM activates *SVP* expression at the transcriptional level, we obtained a previously developed *SVP* promoter-GUS fusion reporter line (*ProSVP:GUS*) [5], and introduced it into the *brm-1* background by genetic crosses (*brm-1 ProSVP:GUS*). As shown in Fig. 5E, GUS activity in *brm-1 ProSVP:GUS* was almost invisible compared to that in *ProSVP:GUS* at all three time points (Fig. 5E), suggesting that the promoter of *SVP* has no detectable activity when BRM is absent. As negative controls, we also stained Col wild-type and *brm-1* mutants but saw no signals (Fig. 5E). Documented *Arabidopsis* gene expression data indicate a temporal and spatial overlap of the *SVP* and *BRM* expression patterns in leaves (S7 Fig.) [50], which is consistent with a role for BRM as a positive regulator of *SVP* in developing seedlings. These observations demonstrate a positive spatial and temporal correlation between *BRM* and *SVP* expression, and when combined with our BRM-GFP ChIP data (Fig. 4B and 4C) that showed a direct BRM binding to the *SVP* locus, indicate that BRM directly promotes *SVP* expression during vegetative development.

### BRM Represses Flowering Mainly via Regulating *SVP* Transcription

Having shown above a positive role for BRM in regulating *SVP* expression, we next sought to investigate whether the BRM-SVP module can largely explain the early flowering phenotype of the *brm* mutant. Both *brm* and *svp* single mutants show early flowering phenotypes under long-day conditions [6,7,33,39,40], but it is not known whether there is a common molecular mechanism underlying their flowering phenotypes. We first estimated the flowering time in the two mutants by counting the number of leaves at bolting (Fig. 6A and 6B, top panel). *brm-1* and *svp-31*, a null T-DNA insertion mutant [6], flowered at roughly the same time. The *svp-31* heterozygous plants flowered significantly later than their homozygous siblings but earlier than wild-type Col plants, indicating that SVP controls flowering in a dosage-dependent manner, consistent with previous observations [7]. Next, taking advantage of the dosage-dependent nature of flowering control by SVP, we quantified *SVP* transcript levels by qRT-PCR in the mutant plants to estimate the contribution of SVP to the flowering control by BRM (Fig. 6B, middle panel). Our qRT-PCR data confirmed that *svp-31* is a null allele and the heterozygous plants accumulated approximately half the amount of *SVP* transcripts found in wild-type plants (Fig. 6B, middle panel). *SVP* expression in *brm-1* was drastically decreased to less than half that of *svp-31* heterozygous plants. In *brm-1 ProBRM:BRM-GFP* plants, both the flowering time and *SVP* expression were restored to the wild-type level (Fig. 6A and 6B), further confirming that BRM activity is responsible for the normal expression level of *SVP*. Our quantification of flowering time and *SVP* transcript levels in *brm-1*, when compared quantitatively to those from *svp-31* mutants, suggests that 1) BRM is a major activator of *SVP* expression; and 2) The early flowering phenotype of the *brm-1* mutant can largely be accounted for by the down regulation of *SVP* transcription in the mutant, although other BRM targets also have minor contributions.

**Figure 6:**
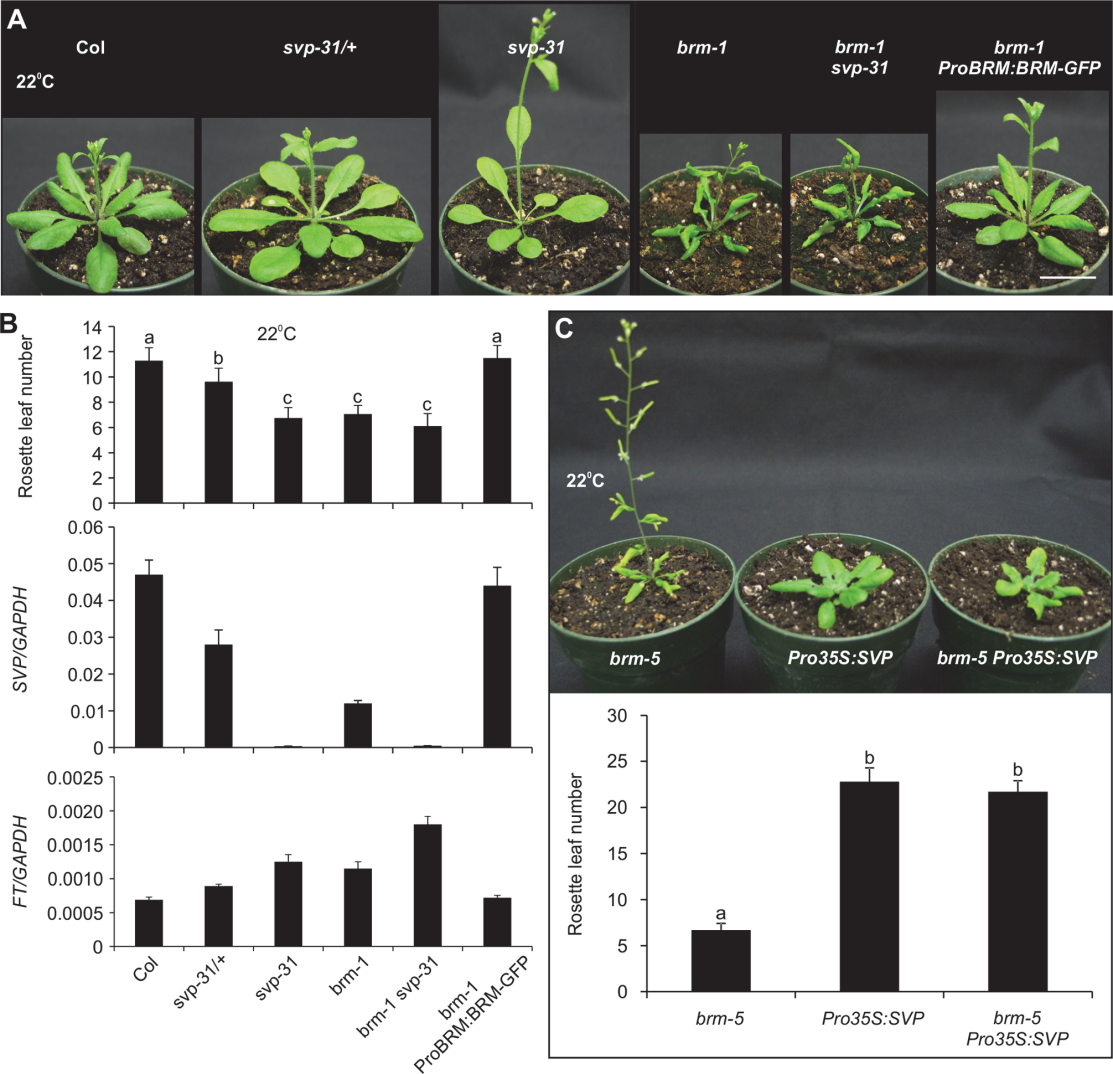
BRM represses flowering mainly through regulating *SVP* transcription. (A) Comparison of flowering phenotypes of plants with various genetic backgrounds shortly after bolting. For direct comparison, pictures of wild-type and *brm-1 ProBRM:BRM-GFP, svp-31* /+ (heterozygous) and *svp-31*, and *brm-1* and *brm-1 svp-31* were taken at the same age, respectively. All plants were grown at 22°C under long-day conditions. Scale bar: 2 cm. (B) Reduction of *SVP* expression is associated with the early flowering of *brm-1* at 22°C. Top panel: rosette leaf number at bolting of plants in different genetic backgrounds. Error bar indicates standard deviations from at least 20 plants. Lowercase letters indicate significant differences between genetic backgrounds, as determined by Post-hoc Tukey’s HSD test. Middle panel: expression analysis of *SVP*. Bottom panel: expression analysis of *FT*. The expression of *SVP* and *FT* was calculated relative to that of *GAPDH*. Error bars indicate standard deviations among three technical replicates from one representative experiment. (C) Overexpression of *SVP* rescues the early flowering phenotype of *brm* mutant. Top panel: flowering phenotype of *brm-5, Pro35S:SVP* and *brm-5 Pro35S:SVP* plants grown for five weeks at 22°C under long-day conditions. Scale bar: 2 cm. Bottom panel: rosette leaf number of *brm-5, Pro35S:SVP* and *brm-5 Pro35S:SVP* plants at bolting. Lowercase letters indicate significant differences between genetic backgrounds, as determined by Post-hoc Tukey’s HSD test.

To provide additional evidence to strengthen our conclusion, we tested whether restoration of *SVP* in *brm* mutant background could overcome its early flowering phenotype by expressing *SVP* from a promoter that is not controlled by BRM (*Pro35S:SVP*) [51] in *brm*-*5*, a chemically induced mutant that has a single nucleotide change in the region encoding the ATPase domain [33]. Indeed, introduction of *Pro35S:SVP* into *brm-5* could rescue the early flowering of the *brm-5* mutant (Fig. 6C). We also generated a *brm-1 svp-31* double mutant to test the genetic interaction between *BRM* and *SVP* in flowering time control. The *brm-1 svp-31* double mutant flowered only slightly earlier than either single mutant (Fig. 6B), suggesting that BRM and SVP act largely in a common pathway in determining flowering time, and only minor contributions from other BRM targets. It is worth mentioning that three other flowering time genes also displayed increased H3K27me3 levels in the *brm* mutant (S2 Dataset and S8 Fig.). 

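The 3 flowering time genes with a listed increase are *AGL24* (AT4G24540; chromosome 4 from 12670897 to 12674106), *SMZ* (AT3G54990; chromosome 3 from 20373718 to 20376522) and *MIR156D* (AT5G10945; chromosome 5 from 3456632 to 3456749). *MIR156D* had the largest change, from 17.9 ± 0.923 RPM in Col to 74.2 ± 8.19 RPM in *brm-1* (SD, n = 2 each), a log2 change of 1.99 (standard error 0.17, adjusted p = 1.97e-07, limma). *SMZ* rose from 19.8 ± 2.64 to 43.1 ± 8.64 RPM, a log2 change of 1.08 (adjusted p = 2.90e-04). This call lay near 2-fold and was lost without Col replicate 2 (0.95) and without *brm-1* replicate 2 (0.88), with TMM over the genes marked in Col (0.85), with a pseudocount of 4 (0.98) and with the background taken off, where the change of 1.38 did not pass the adjusted p. It was also lost when both pairs of same-numbered replicates had to change more than 2-fold. *AGL24* rose from 103 ± 2.22 to 199.5 ± 14.3 RPM, a log2 change of 0.94 (adjusted p = 5.86e-07) that stays under 2-fold. It passed 2-fold with all reads as deposited (1.05), without *brm-1* replicate 1 (1.01), with TMM over all tested genes (1.51) or 10 kb bins (1.50), with median-of-ratios size factors (1.85) and with scaling on the genes outside all regions (2.06).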

When we checked the expression of these genes, we only saw a clear decrease of *AGAMOUS-LIKE24* (*AGL24*) expression but not the other two in *brm-1* (S8 Fig.). AGL24 is a MADS-box protein involved in flowering time control. *agl24* mutants show delayed flowering while *agl24 svp* double mutants are early flowering as *svp* single mutants [52]. The data thus suggest that the early flowering phenotype of *brm* mutants is unlikely caused by these flowering time genes. In addition, we also examined the expression of *FT*, a well-established SVP target, in the various genetic backgrounds (Fig. 6B, bottom panel). As expected, *FT* transcript levels correlated negatively with those of *SVP* and positively with flowering time in the corresponding genetic backgrounds. In summary, our observations strongly suggest that BRM represses flowering mainly through activating *SVP*.

## Discussion

In both animals and plants, a group of proteins that counteract PcG function have been described and referred to as TrxG proteins [9,13]. Several putative TrxG proteins have been proposed in *Arabidopsis*, including the H3K4 methyltransferase ATX1 [53], the SAND-domain DNA binding protein ULTRAPETALA1 (ULT1) [54], the chromatin remodeling ATPase PICKLE (PKL) [55], the H3K27me3 demethylase REF6 [19], and the SWI2/SNF2 ATPases SPLAYED (SYD) and BRM [34]. A challenge for the field is to understand the specific roles of the putative TrxG proteins and the functional relationship among them in antagonizing PcG.

The nature of the antagonism between SWI/SNF-type chromatin remodeling ATPases and PcG proteins has been investigated in several studies in animals; and several models of counteraction have been proposed [23,25,56–58]. Interestingly, a very recent report in *Arabidopsis* showed that BRM overcomes the repression of *AG* and *AP3* by the PcG pathway during the initiation of floral development [34], however, how it does so and to what extent BRM is required for antagonizing PcG function in plants remains unclear. Our genome-wide study shows that BRM deficiency led to an increase in H3K27me3 levels at several hundred genes across the genome during vegetative development in *Arabidopsis*. We further observed increased occupancy of CLF/SWN-containing PcG complex(es) at these genes when BRM is not located there (Fig. 3; S1 Table). Considering that there are low but significant levels of H3K27me3 (Fig. 2B–2D) and CLF/SWN occupancy (Fig. 3) at *SVP* in wild-type plants, we favour a model of antagonism between BRM and PcG, in which BRM might function to prevent high levels H3K27me3 and CLF/SWN occupancy instead of excluding them (Fig. 7). It is also possible that BRM could function to keep PcG in an inactive state. In addition to chromatin remodelers, plants might employ transcription factors to counteract PcG. 

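In Col, the ChIP libraries held 0.531 times the RPM of the input at *SVP*, and no shared region of Col overlapped the gene. Per kb of gene, *SVP* held 5.00 RPM in Col, which lies at percentile 1.06 among the genes marked in Col. *AG*, *AP3*, *FLC* and *FT*, at 55.5, 50.9, 64.0 and 34.9 RPM per kb, lay at percentiles 94.3, 90.9, 98.3 and 69.1 of the same genes, and *ACTIN2/7* and AT2G22560 had 1.71 and 2.40 RPM per kb. Genes outside all regions also lie below the input, with a median of 6.84 and 6.95 RPM in the Col ChIP replicates and 17.5 RPM in the Col input, because the regions take most of the ChIP reads. Per kb, these genes had a median of 2.99 and 3.07 RPM in the 2 Col replicates, and *SVP* held 5.40 and 4.59 RPM. Its mean lay at percentile 84.1 among them.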

A recent study showed that the binding of transcription factor AG to the promoter of zinc finger repressor *KNUCKLES* (*KNU*) causes the eviction of the PcG proteins from the locus, leading to the induction of *KNU* [59]. Thus, both transcription factors and chromatin remodeling proteins could be involved in counteracting PcG. It will be interesting to determine whether and how these two machineries work together in antagonizing PcG function.

**Figure 7:**
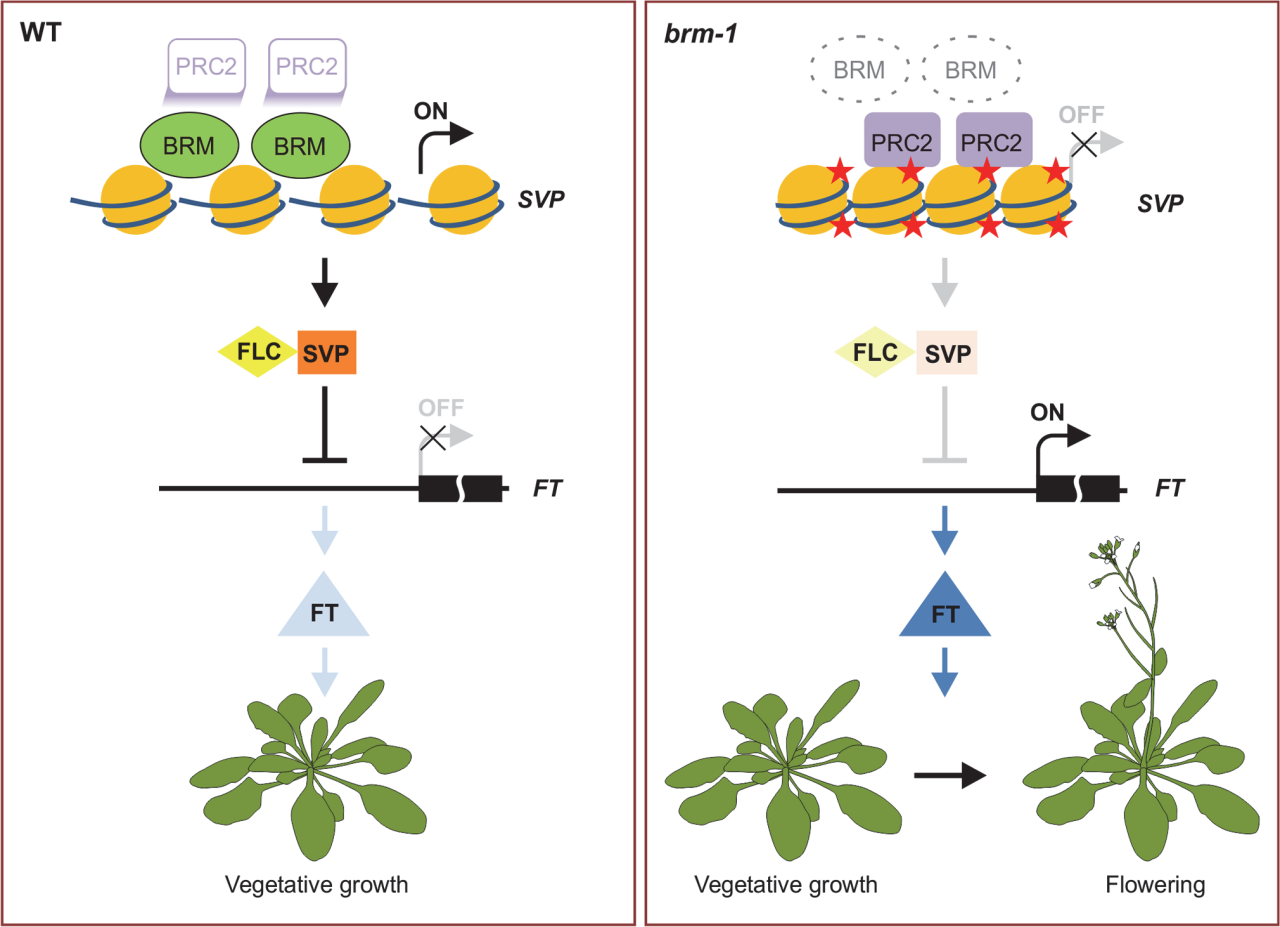
A model for BRM in preventing inappropriate PcG activities at *SVP* to promote vegetative growth. In wild-type plants, BRM is physically present at the target chromatin sites, and suppresses the inappropriate silencing of target genes by PcG, thus maintaining the expression of the target loci where such expression is needed at the specific developmental phase. Without BRM, PcG is allowed access to some inappropriate genomic sites, resulting in increased H3K37me3 levels and consequently down-regulation of the expression of the genes. For example, *SVP* is highly expressed in wild-type seedlings and its downstream target *FT* is repressed, therefore, vegetative growth is promoted. Conversely, *SVP* expression is repressed by the mistargeting of PRC2 in *brm* mutants, and *FT* is de-repressed as a result to lead to early flowering. Red star: the H3K27me3 mark.

Our genome-wide analysis of H3K27me3 occupancy in *brm* mutant indicates that BRM does not only antagonize PcG function during plant development, but also cooperates with PcG at some loci (Fig. 1D and 1E). For example, the H3K27me3 level at *WRKY23* is decreased and the expression of the gene is up-regulated in both *brm* and *fie* mutant (FIE is a PcG subunit) seedlings [17] (this study), suggesting that both BRM and PcG are required for the proper expression of *WRKY2*3. 

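Relative to input, H3K27me3 at *WRKY23* stood at 5.89 in Col, 0.770 in *brm-1*, 7.10 in *clf-29* and 0.868 in *brm-1 clf-29*. A shared region overlapped the gene in Col and *clf-29*, and in neither genotype that carries *brm-1*. The *fie* mutant was not analysed here.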

Further, we show that the decreased H3K27me3 observed at *WRKY23* loci in *brm* mutant could be because of, at least partly, the decreased CLF binding. Therefore, this observation suggests that BRM may work with the PcG proteins at some of the common loci and thus repress the targets expression. WRKY23 was recently found to be needed for proper root development and the over-expression of *WRKY23* results in the reduction of root length [60]. It will be interesting to test whether the increased transcription of *WRKY23* could explain the short root phenotype of *brm* [28]. The synergistic relationship between BRM and PcG reported here was also observed by a study in human embryonic stem cell showing that an embryonic stem cell specific SWI/SNF complex acts synergistically with PRC2 at all four *Hox* loci [25]. The mechanism by which BRM cooperates with PcG is currently unknown. One possibility would be that BRM directly interacts with PcG and facilitates the targeting of PcG to genes. Indeed, we found that BRM co-localizes with H3K27me3 at the *WRKY23* locus in wild-type seedlings (Fig. 4), suggesting that BRM might interact with PcG proteins. However, no study so far has demonstrated a direct physical interaction between BRM and PcG proteins. It is possible that these two complexes might interact transiently or indirectly. Nevertheless, the synergistic relationship between BRM and PcG found in both animals and plants might suggest its biological relevance and warrants further studies.

The proper transition from vegetative growth to flowering is critical for the reproductive success of angiosperm plants and must be controlled precisely. BRM has been proposed as a repressor of flowering as suggested by the early flowering phenotype and the elevated *FT* expression of *brm* mutants [39,40]. However, it was not clear whether BRM acts directly or indirectly to repress *FT. SVP* has been demonstrated to be a direct repressor of *FT* [5,6], and thus serves as a key repressor of floral transition. The precise regulation of *SVP* is obviously of critical importance for our understanding of flowering control. Thus far, however, no direct upstream activator of *SVP* has been identified. In this work, we provide evidence demonstrating that BRM represses *FT* by directly maintaining a high level of *SVP* expression (Fig. 7). First, loss of BRM activity results in decreased expression of *SVP* (Fig. 5A–5E), which is associated with increased H3K27me3 levels (Fig. 1D and 1E) and increased occupancy of CLF and SWN (Fig. 3C and 3D). Second, BRM directly binds to the *SVP* locus in vegetative tissues where *SVP* is highly expressed (Fig. 4B and 4C). Together, these observations suggest that BRM represses the floral transition through directly activating *SVP*. This is consistent with the genetic evidence showing that the *brm-1 svp-31* double mutant displays almost the same early flowering phenotype as *brm-1* and *svp-31* single mutants (Fig. 6A and 6B). Although our data support a scenario that BRM represses flowering mainly through *SVP*, some evidence suggests that BRM may also repress flowering through other pathways. For example, the expression of *CONSTANS* (*CO*), an activator of *FT* in the photoperiod pathway, was increased in *brm* mutants [40]. In addition, elevated expression of both *FLC* and *FT* in *brm* mutants was also reported previously [39,40]. Since *FLC* is a repressor of *FT* expression [61], it seems hard to understand why the expression levels of both *FLC* and *FT* were increased in *brm* mutants. Our results presented here provide an explanation for this apparent discrepancy: mutation of *BRM* results in reduced expression of *SVP* and consequently lower abundance of the SVP-FLC repressor complex, ultimately leading to activation of *FT*, regardless of the increased expression of *FLC*.

It is also relevant to note that down-regulation of *BAF60/SWP73B* was recently reported to cause increased *FLC* expression and delayed floral transition [37]. The apparently opposing flowering time phenotype of *brm* mutants and the *BAF60* knockdown line is puzzling. It is unknown whether and how BAF60 regulates *SVP* expression. It might be possible that the presence of BAF60 in a SWI/SNF complex inhibits the activity of BRM, thus reduction of BAF60 could allow BRM to activate *SVP* expression, which, in turn, leads to delayed floral transition. Alternatively, it might also be possible that BRM and BAF60 are present in distinct complexes that differ in their regulatory activities and target genes, e.g., BRM activates *SVP*, while BAF60 represses *FLC*.

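S2 Dataset lists 4 members of the *MIR166* family and *MIR156D* with increased H3K27me3. Each of these genes is shorter than 1000 bp and was counted over a window of that length. Beside *MIR166A*, the family members were *MIR166C* (AT5G08712; chromosome 5 from 2838635 to 2838773), *MIR166E* (AT5G41905; chromosome 5 from 16775520 to 16775662) and *MIR166F* (AT5G43603; chromosome 5 from 17516301 to 17516405). From Col to *brm-1*, *MIR166E* rose from 18.5 ± 0.577 to 35.7 ± 2.65 RPM (SD, n = 2 each), a log2 change of 0.91 (adjusted p = 0.00354, limma). *MIR166C* (0.73, adjusted p = 0.0633) and *MIR166F* (0.61, adjusted p = 0.0512) were higher in *brm-1* without passing the adjusted p. All 3 changes were above 0 under every scaling tried and under 2-fold in the libraries scaled by total reads. They passed 2-fold with TMM over all tested genes or 10 kb bins, with median-of-ratios size factors and with scaling on the genes outside all regions, and *MIR166C* also with the background taken off (1.06), where it did not pass the adjusted p. With scaling on the genes outside all regions they were 1.98 for *MIR166E*, 1.70 for *MIR166C* and 1.65 for *MIR166F*.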

Our genome-wide H3K27me3 profiling data also reveal that BRM is involved in the regulation of a number of other important developmental genes including, most noticeably, members of the *miR166* and *miR156* families (S2 Dataset). It is well established that the *miR166* family miRNAs target the transcripts of the HD-ZIPIII genes, controlling the level and domain of their expression to allow their proper functions in plant development [62–64]. More recently, we uncovered a new role for *miR166* in repressing the seed maturation program during vegetative development [65]. An earlier study demonstrated the involvement of BRM in repression of the seed maturation genes in leaves [33] – a *brm* mutation was isolated in a reporter-assisted genetic screen for *Arabidopsis* mutants exhibiting ectopic expression of seed storage protein genes [33,65,66]. Our new data presented here thus provide a potential link between the two early studies [33,65]: it strongly suggests that BRM promotes the accumulation of *miR166*, which in turn represses seed maturation genes in developing seedlings. In conclusion, our work demonstrates that BRM promotes vegetative development by harnessing PcG proteins (mainly by preventing their activities) at key developmental genes.

## Materials and Methods

### Plant Materials and Growth Condition

*Arabidopsis* seeds were stratified at 4°C for 3 days in dark condition. Then the seeds were sown on soil or on agar plates containing 4.3 g/L Murashige and Skoog nutrient mix (Sigma-Aldrich), 1.5% sucrose, 0.5 g/L MES (pH 5.8), and 0.8% agar. Plants were grown in growth rooms with 16-h-light/8-h-dark cycles (Long-day, LD) at 22°C or 16°C. T-DNA insertion mutants were obtained from the ABRC, unless otherwise indicated. The *brm-1* (SALK_030046), *brm-5, clf-29* (SALK_021003), *tfl2-1* (CS3796), *svp-31* (SALK_026551) and *SWN-4* (SALK_109121) mutants are all in the Col background and have been described previously [6,28,33,46,67,68]. Homozygous T-DNA insertion mutants were identified by PCR-based genotyping. Transgenic plants *ProBRM:BRM-GFP, ProSVP:GUS, Pro35S:SVP, Pro35S:GFP-CLF* and *Pro35S:GFP* have been described [5,43,47,69].

### Chromatin Immunoprecipitation (ChIP) Assays

ChIP was carried out as described [70,71] with minor modifications. Briefly, two grams of 14-day-old seedlings grown on MS agar were cross-linked with 1% formaldehyde and then ground into fine power with liquid nitrogen. Chromatin was isolated and sheared into 200–800 base pair fragments by sonication. The sonicated chromatin was immunoprecipitated with 5 μL of anti-H3K27me3 (07–449, Millipore), anti-GFP (ab290, Abcam) or anti-H3 (Ab1791, Abcam) antibodies. The precipitated DNA was then recovered with the MiniElute PCR Purification Kit (Cat#28004, Qiagen) according to the manufacturer’s instructions. ChIP-qPCR was performed with three technical replicates, and results were calculated as percentage of input DNA according to the Champion ChIP-qPCR user manual (SABioscience). If fold enrichment was used, the calculated percentage input of the wild-type control plant at the regions tested was set to 1. The fold enrichment represents the fold change relative to the wild-type. Independent ChIP experiments were performed at least two more times and similar results were obtained. Primer sequences used for ChIP-qPCR were listed in S2 Table.

### ChIP-seq Analysis

Ten ng of ChIP DNA immuoprecipitated by the anti-H3K27me3 antibody was used for ChIP-seq library construction. End repair, adapter ligation and amplification were carried out using the Illumina Genomic DNA Sample Prep Kit according to the manufacturer’s protocol. Illumina Genome Analyser IIx or HiSeq 2500 was used for high-throughput sequencing of the ChIP-seq library. The raw sequence data were processed using the Illumina sequence data analysis pipeline GAPipeline1.3.2. Then Bowtie [72] was employed to map the reads to the *Arabidopsis* genome (TAIR10) [73]. Only perfectly and uniquely mapped reads were retained for further analysis. Then the data were analyzed as described [19]. Briefly, the alignments were first converted to WIG files using MACS [74]. Then the data were imported to Integrated Genome Browser (IGB) [75] for visualization. Secondly, the program SICER [76] was used to identify ChIP-enriched domains (peaks) in histone modification signals. Thirdly, quantitative comparisons between wild-type Col and mutants were performed using the ChIPDiff program [77]. Regions with more than twofold changes were kept for further analysis. Finally, the identified regions were annotated according to the Arabidopsis annotation gff file (TAIR10, www.arabidopsis.org) using a customized Perl script. Two independent biological replicates were used for sequencing, and only the regions of H3K27me3 found in both replicates were included in the analyses.

### Gene Expression Analysis

Total RNA was isolated from ∼100 mg of plant tissues using the RNeasy Plant Mini kit (Qiagen). One μg RNA was reverse transcribed into cDNA using the High Capacity cDNA Reverse Transcription kit (ABI). Random primers from the kit were used as primers. Real-time quantitative PCR was conducted using the SsoFast EvaGreen Supermix kit with the Bio-Rad CFX96 real-time PCR detection system (Bio-Rad Laboratories, Inc.). The data shown in the figures are the average of three technical replicates. Results were repeated with two additional independent RNA samples (biological replicates). *GAPDH* served as the internal reference. PCR primers used in real-time PCR are listed in S2 Table.

For genome-wide expression analysis, three biological replicates of Col, *brm-1, clf-29* and *brm-1 clf-29* samples were analyzed on Affymetrix ATH1 arrays. Genes showing 1.5 fold changes were considered to be differentially expressed.

### Construction of YFP-SWN Transgenic Line

The *SWN* gene without the stop codon was amplified by PCR and cloned into the pDONR221 vector (Invitrogen) by BP reaction according to the manufacturer’s instructions. The resulting transgene in the entry vector was sequenced to make sure that no mutation was introduced during PCR. The transgene was then transferred into the pEarlyGate 104 Gateway-compatible destination vector [78] by LR reaction, according to the manufacturer’s instructions, to make *Pro35S:YFP-SWN*. The construct was introduced into *Agrobacterium tumefaciens* GV3101, which was then used to transform *swn-4* mutant plants using the floral dip method [79]. Transgenic plants were selected in MS agar media containing 50 μg/ml of Hygromycin B and allowed to grow in soil to maturity to yield seeds. PCR primers used in making the construct are listed in S2 Table.

### Artificial miRNA Transgene Constructs

For generating the *XVE::aMIRBRM* construct, the pRS300 vector [80] was used as the backbone to first generate *aMIRBRM*. The primers used were designed according to WMD3 (http://wmd3.weigelworld.org/cgi-bin/webapp.cgi) and are listed in S2 Table. *aMIRBRM* was subcloned into the pDONR221 vector (Invitrogen), confirmed by sequencing, and then recombined into the pMDC7 Gateway-compatible destination vector [78] where the *aMIRBRM* transgene is controlled by a Estradiol-inducible promoter. The construct was transformed into Col wild-type plants by the floral dip method [79]. Transgenic plants were selected for Hygromycin B resistance and allowed to grow to maturity to yield seeds. Seven-day-old T2 transgenic plants were treated either by 10μmol β-Estradiol or DMSO (as the mock control) and samples were collected at different time points after the treatment.

### Histochemical GUS Staining

The standard GUS staining solution (0.5 mg/mL 5-bromo-4-chloro-3-indolyl-glucuronide, 20% methanol, 0.01 M Tris-HCl, pH 7.0) was used. Seedlings immersed in GUS staining solution were placed under vacuum for 15 min, and then incubated at 37°C overnight. The staining solution was removed and samples were cleared by sequential incubation in 75% and 95% ethanol.

### Flowering Time Measurement

Wild-type and mutant plants were grown side by side in soil at 22°C or 16°C with 16-h-light/8-h-dark cycles. The number of rosette leaves was counted when the length of the inflorescence stem was 1 cm. For each genotype, at least 20 plants were analyzed, and the analysis was repeated 3 times independently.

### Accession Numbers

Sequence data from this article can be found in the Arabidopsis Genome Initiative or GenBank/EMBL databases under the following accession numbers: *BRM* (AT2G46020), *SVP* (AT2G22540), *CLF* (AT2G23380), *BEL1* (AT5G41410), *TCP2* (AT4G18390), *WRKY23* (AT2G47260), *miR156D* (AT5G10945), *LHP1/TFL2* (AT5G17690), *EMF2* (AT5G51230), *FIE* (AT3G20740), *SWN* (AT4G02020), *VRN2* (AT4G16845), *AP1* (AT1G69120), *TA3* (AT1G37110), *ACTIN2/7* (AT5G09810), *AG* (AT4G18960), *AP3* (AT3G54340), *FLC* (AT5G10140), *AGL24* (AT4G24540), *SMZ* (AT3G54990) and *FT* (AT1G65480). All raw ChIP-seq dataset and ATH1 expression array dataset have been deposited in the Gene Expression Omnibus database under accession number GSE47202 and GSE53623.

## Supporting Information

S1 Fig Leaf curling phenotype of *brm-1, clf-29, brm-1 clf-29, brm-1 tfl2-1, and brm-1 swn-4*. (A) Top panel: Rosette leaves from 14-d-old plants are shown. Scale bar: 2 mm. Bottom panel: Percentage of upwardly curled leaves in each genetic background is shown. Error bar indicates standard deviations from at least 20 plants. *P* values were determined by two-tailed *t*-test. (B) Comparison of *brm-1* and *brm-1 swn-4* double mutants grown in soil for 14 days. Scale: 1cm.
(PDF) Click here for additional data file.

S2 Fig Ectopic expression of floral homeotic genes in the *clf* mutant could be partially restored by removing BRM activity. Expression data of floral homeotic genes, *AG* (A), *AP1* (B), *AP3* (C) and *AGL24* (D), in different genetic backgrounds were determined by qRT-PCR with three biological replicates.
(PDF) Click here for additional data file.

S3 Fig The number of genes showing at least 1.5 fold change in 14-d-old *brm-1, clf-29*, and *brm-1 clf-29* seedlings as determined by microarray-based gene expression profiling. (PDF) Click here for additional data file.

S4 Fig Expression analysis of PcG-encoding genes in *brm-1* and col seedlings as determined by qRT-PCR. The expression levels of each gene were normalized to that of *GAPDH*, and the expression level in Col was set to 1. Error bars indicate standard deviation among three technical replicates from one representative experiment.
(PDF) Click here for additional data file.

S5 Fig ChIP-qPCR analyses of histone H3 levels at selected genes in *brm-1* and Col seedlings. ChIP signals are shown as fold changes relative to that in wild-type plants. Error bars indicate standard deviation among three technical replicates from one representative experiment.
(PDF) Click here for additional data file.

S6 Fig Expression analysis of *AP1* in *brm-1* and Col seedlings as determined by qRT-PCR. The expression level of *AP1* gene was normalized to that of *GAPDH*. Error bars indicate standard deviation among three technical replicates from one representative experiment.
(PDF) Click here for additional data file.

S7 Fig Expression patterns of *BRM* and *SVP*. The data were extracted from Schmid et al [50] and displayed using the AtGenExpress Visualization Tool (http://jsp.weigelworld.org/expviz/expviz.jsp).
(PDF) Click here for additional data file.

S8 Fig Analysis of H3K27me3 and expression levels at several flowering time Genes in *brm-1*. (A) ChIP-seq data showing an increase in H3K27me3 levels at several genes in *brm-1*. Data from the wild-type Col is shown in red at the top, and *brm-1* is shown in orange at the bottom. (B) ChIP-qPCR validation using independent samples. Data are shown as percentage of input. Error bars indicate standard deviations among three technical replicates from one representative experiment. (C) Expression analysis of *AGL24* and *SMZ* by qRT-PCR. The expression of each gene was normalized to that of *GAPDH*, and the expression level in Col was set to 1. Error bars indicate standard deviations among three technical replicates from one representative experiment. (D) Small RNA northern blot analysis of *miR156* in *brm-1* compared with Col. Two time points were used (10 days and 14 days after germination). The levels of small RNAs in *brm-1* were compared with those in Col, which was set as 1. The numbers below the gel images indicate relative abundance. U6 served as loading control. RNA isolation and hybridization for miRNA detection was performed as described [65]. Digoxigenin-labeled miRNA probes were generated using the mirVana miRNA Probe Construction Kit (Ambion). Oligonucleotide probes used are listed in S2 Table.
(PDF) Click here for additional data file.

S1 Table Summary of changes in H3K27me3 levels, CLF occupancy and gene expression in *brm-1* mutants. (PDF) Click here for additional data file.

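S1 Table sums up, for 10 genes, whether H3K27me3, CLF binding, SWN binding and expression rose or fell in *brm-1*. Only the H3K27me3 column can be set beside ChIP-seq reads, since binding and expression were not analysed here. The table opens with AT1G78290, where Fig. 1D shows AT1G06980. AT1G78290 (chromosome 1 from 29457205 to 29459493) held 4.98 ± 0.457 RPM in Col and 2.14 ± 0.904 RPM in *brm-1* (SD, n = 2 each), a log2 change of -0.96 (adjusted p = 0.0825, limma). This gene was called lower with TMM over the genes marked in Col (-1.16) and with 500 bp added on each side (-1.09). It lay below the input in both genotypes, at 0.230 and 0.111 times its RPM, and overlapped no region.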

S2 Table Oligonucleotides used in this study. (PDF) Click here for additional data file.

S1 Dataset List of genes occupied by H3K27me3 in 14-day-old Col seedlings. (XLSX) Click here for additional data file.

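S1 Dataset gives each H3K27me3 region of Col with its coordinates and the genes assigned to it. Only the first 1996 of its 5591 rows were used here, so no overlap was computed between it and the regions called from the reads. Every start among these 1996 rows is a multiple of 200. The rows pair regions with annotated genes 2493 times, and in 2225 pairs (89.2%) the TAIR10 gene overlaps its region.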

S2 Dataset List of genes with more than 2-fold changes in H3K27me3 levels in *brm-1* seedlings compared with Col. (XLSX) Click here for additional data file.

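S2 Dataset holds gene identifiers with the direction of the change in *brm-1*. Of the 258 genes with an increase, 251 are in the TAIR10 annotation used here and 249 passed the filter on reads. All 18 genes with a decrease are annotated and passed that filter.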

S3 Dataset Genes at which increased H3K27me3 levels in *brm-1* are dependent on CLF. (XLSX) Click here for additional data file.

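S3 Dataset has 133 entries for 131 different genes, since AT5G56240 and AT5G63240 appear more than once. All 131 are among the genes with an increase in S2 Dataset, 125 are in the annotation used here and 124 were tested. *TCP2*, *BEL1*, *MIR166A*, AT1G06980, AT3G22160, AT4G37540 and AT5G33390 are on the list, while *SVP* and AT1G54740 are not.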

# Supplementary material for: The Arabidopsis SWI2/SNF2 Chromatin Remodeler BRAHMA Regulates Polycomb Function during Vegetative Development and Directly Activates the Flowering Repressor Gene SVP
**Source:** PLoS Genet. 2015 Jan 23;11(1):e1004944. doi: 10.1371/journal.pgen.1004944
**Supplement:** S1 Table

**Table S1:** Summary of changes in H3K27me3 levels, in CLF occupancy and in gene expression in *brm-1* mutants.

|                  | H3K27me3 in<br><i>brm</i> mutant | CLF binding<br>in <i>brm</i> mutant | SWN binding<br>in <i>brm</i> mutant | Expression in<br><i>brm</i> mutant |
|------------------|----------------------------------|-------------------------------------|-------------------------------------|------------------------------------|
| <i>AT1G78290</i> | Increase                         | Increase                            | Increase                            | Decrease                           |
| <i>AT1G54740</i> | Increase                         | Increase                            | Increase                            | Decrease                           |
| <i>AT3G22160</i> | Increase                         | Increase                            | Increase                            | No change                          |
| <i>AT4G37540</i> | Increase                         | Increase                            | Increase                            | Decrease                           |
| <i>SVP</i>       | Increase                         | Increase                            | Increase                            | Decrease                           |
| <i>BEL1</i>      | Increase                         | Increase                            | Increase                            | Decrease                           |
| <i>AT5G33390</i> | Increase                         | Increase                            | Increase                            | No change                          |
| <i>TCP2</i>      | Increase                         | Increase                            | Increase                            | Decrease                           |
| <i>MIR166A</i>   | Increase                         | Increase                            | Increase                            | Decrease                           |
| <i>WRKY23</i>    | Decrease                         | Decrease                            | Decrease                            | Increase                           |

# Supplementary material for: The Arabidopsis SWI2/SNF2 Chromatin Remodeler BRAHMA Regulates Polycomb Function during Vegetative Development and Directly Activates the Flowering Repressor Gene SVP
**Source:** PLoS Genet. 2015 Jan 23;11(1):e1004944. doi: 10.1371/journal.pgen.1004944
**Supplement:** S2 Table

**Table S2. Oligonucleotides Used in This Study**

**Gene-specific primers pairs for qRT-PCR**

AT1G06980-F: 5'-AGGACACTCCTCGCCGGAAG-3'  
AT1G06980-R: 5'-TCGACGCCGACGACACTACT-3'  
AT1G54740-F: 5'-CATGCGGAGGTGGAGACCGA-3'  
AT1G54740-R: 5'-TTTCTGCGCTTGCACCACCA-3'  
AT3G22160-F: 5'-ACAACCACCACTGCCGGTGA-3'  
AT3G22160-R: 5'-CGGACCCGAAAGCCATAGCG-3'  
AT4G37540-F: 5'-TCCAACGTCCTGCTTTGTTTCAGT-3'  
AT4G37540-R: 5'-TCACAGGAGATCATCAACGACGGA-3'  
SVP-F: 5'-TTCCATTTCAGTCGTCCTTGTCA-3'  
SVP-R: 5'-GAATCTTTTCTCTCGCCATCAC-3'  
BEL1-F: 5'-AATCCTACAAGCATCAGTCTCC-3'  
BEL1-R: 5'-CTTTCCTTTACTCCAAGACTGC-3'  
TCP2-F: 5'-TCTTGACTTCTAAAGGACCACG-3'  
TCP2-R: 5'-GGAAAATGAGTGTTGTTGAGTGA-3'  
AT5G33390-F: 5'-ATATCCAAATCCCCACAAATA-3'  
AT5G33390-R: 5'-AACTAGGTTACGGGTCTGTTC-3'  
WRKY23-F: 5'-ACTACCCGTCGTCACAAAGC-3'  
WRKY23-R: 5'-CAAAGTCTTGATGCTGCTGAG-3'  
BRM-F: 5'-TTTAGAAAGGAAAAGGATTAGGC-3'  
BRM-R: 5'-GCCGTTTCGCATAACCTCA-3'  
AP1-F: 5'-GAAGGCCATACAGGAGCAAA-3'  
AP1-R: 5'-ACTGCTCCTGTTGAGCCCTA-3'  
FT-F: 5'-CTTGGCAGGCAAACAGTGTATGCAC-3'  
FT-R: 5'-GCCACTCTCCCTCTGACAATTGTAGA-3'  
FIE-F: 5'-CGTTTCTTCGATGTCTTCGT-3'  
FIE-R: 5'-ACGACTCTTCCTTATCTTCATCAG-3'  
EMF2-F: 5'-CAGAAGACTGAAGTAACTGAAGAC-3'  
EMF2-R: 5'-AAATTGAGGAGATCGTGGGT-3'  
VRN2-F: 5'-GCAGAAATAACACCAGGAGAC-3'  
VRN2-R: 5'-CCACGGTTTCCATCATTGAG-3'  
CLF-F: 5'-ATTATTCGCATGACCCTTGAG-3'  
CLF-R: 5'-CATGTCTTGCCCTTGATTTCAC-3'  
SWN-F: 5'-CAGGGAATGATAATGATGAGGT-3'  
SWN-R: 5'-GACCAGCAGACTTTGTAGAG-3'  
GAPDH-F: 5'-CTTGGAAGGAGCTAGGAATTGACA-3'  
GAPDH-R: 5'-ATGTGTTTCCCTGCACCTTCTC-3'  
SMZ-F: 5'-AGGGAGAAGGAGCCATGAAGTTTGGTG-3'

SMZ-R: 5'-GTCTTCAGAGGTTTCATGGTTGCCATG-3'  
AGL24-F: 5'-CAGAGTCGGTGACCACAAATG-3'  
AGL24-R: 5'-ATGGAAGCCTAACCAACAAAC-3'

### **Oligonucleotide probes for detecting microRNAs**

miR156: 5'-TGACAGAAGAGAGTGAGCACCTGTCTC-3'  
U6: 5'-GAGAAGATTAGCATGGCCCCTCCTGTCTC-3'

### **Primers for the *XVE::aMIRBRM* transgene construct**

BRMmiR-s-I: 5'-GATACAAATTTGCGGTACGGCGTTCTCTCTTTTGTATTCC-3'  
BRMmiR-a-II: 5'-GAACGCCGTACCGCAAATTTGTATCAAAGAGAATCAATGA-3'  
BRMmiR\*s-III: 5'-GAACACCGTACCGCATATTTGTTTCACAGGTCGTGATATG-3'  
BRMmiR\*a-IV: 5'-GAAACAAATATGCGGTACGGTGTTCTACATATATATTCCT-3'  
BRMmiR-A: 5'-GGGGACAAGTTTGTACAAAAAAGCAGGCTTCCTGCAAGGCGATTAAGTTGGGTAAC-3'  
BRMmiR-B: 5'-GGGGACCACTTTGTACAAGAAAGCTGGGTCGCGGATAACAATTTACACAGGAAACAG-3'

### **Primers used for ChIP-qPCR analyses**

AT1G06980-F: 5'-ATGGTCAATCCCGCTTTGGT-3'  
AT1G06980-R: 5'-GCCAGACAACACCTTAGGCT-3'  
AT1G54740-F: 5'-CATGCGGAGGTGGAGACCGA-3'  
AT1G54740-R: 5'-TTTCTGCGCTTGCACCACCA-3'  
AT3G22160-F: 5'-GTTTGGGACGGTGGATGGTT-3'  
AT3G22160-R: 5'-CGTTTTCTCATTGCAACCTCG-3'  
AT4G37540-F: 5'-TTGAGACTGTTCTTCGCGGC-3'  
AT4G37540-R: 5'-TCTCCGTCGTGGATCTGGAG-3'  
SVP-1-F: 5'-CAACGGCGAGACAAGTGA-3'  
SVP-1-R: 5'-GAGAGAAAGAAAGACCTGGAGC-3'  
SVP-2-F: 5'-TTCTGAAATGTCATCTTCCAA-3'  
SVP-2-R: 5'-CTGAAGAACATCAAGGGCTACA-3'

SVP-3-F: 5'-CAACGGCGAGACAAGTGA -3'  
 SVP-3-R: 5'-GAGAGAAAGAAAGACCTGGAGC-3'  
 SVP-4-F: 5'-GCAGTCAAAGAACTTGGAGAA -3'  
 SVP-4-R: 5'-GTTACAGAAATCGGGAAAGA -3'  
 BEL1-F: 5'-TCATGGTATGAGAAGATTTGCCT -3'  
 BEL1-R: 5'-TCTACAAGAACCCATCTCCAAGA -3'  
 TCP2-F: 5'-TCTTGACTTCTAAAGGACCACG-3'  
 TCP2-R: 5'-GGAAAATGAGTGTTGTTGAGTGA-3'  
 AT5G33390-F: 5'-AATTCCGGCTGCATTTATGGG -3'  
 AT5G33390-R: 5'-GTACCACAACGTTCCAACAGG -3'  
 miR156D-F: 5'-TCAAGTCTTTGTTAGTTGCTGTT-3'  
 miR156D-R: 5'-ATTAGTCCAGAAACCGATGAAA-3'  
 WRKY23-F: 5'-ACTACCCGTCGTCACAAAGC-3'  
 WRKY23-R: 5'-CAAAGTCTTGATGCTGCTGAG-3'  
 ACTIN 2/7-F: 5'-CGTTTCGCTTTCCTTAGTGTTAGCT-3'  
 ACTIN 2/7-R: 5'-CTTGAAGAAGAAGAAGATGATA-3'  
 AG-F: 5'-ATGCTGAAGTCGCACTCATCGTCT-3'  
 AG-R: 5'-GAGCACGAGAAGAAGAAGAAACCTG-3'  
 TA3-F: 5'-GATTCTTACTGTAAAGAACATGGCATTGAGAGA-3'  
 TA3-R: 5'-TCCAAATTTCTGAGGTGCTTGTAACC-3'  
 AT2G22560-F: TAATGTCCCTAATGTTCCCAA  
 AT2G22560-R: CTCAGGCTTACTCAAACCCGA  
 SMZ-F: 5'-CGAAGATCAAGATCGGAAAGTAC-3'  
 SMZ-R: 5'-CCGACGAGCATCAGCCAC-3'  
 AGL24-F: 5'-CTTTGCGATGCTGATGTTG-3'  
 AGL24-R: 5'-GATCTCCGAGCCTACTGATAAT-3'

**Primers used for generating *YFP-SWN* transgene construct**

SWN-F:  
 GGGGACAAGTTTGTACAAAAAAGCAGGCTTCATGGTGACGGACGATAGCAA  
 CT  
 SWN- R: GGGGACCACTTTGTACAAGAAAGCTGGGTC  
 TCAATGAGATTGGTGCTTTCTGGC

How the deposited data were processed for this re-analysis (not part of the article)

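H3K27me3 ChIP-seq was made from 14-day-old *Arabidopsis* seedlings of 4 genotypes, Col, *brm-1*, *clf-29* and *brm-1 clf-29*, with 2 ChIP libraries and 1 input library per genotype. According to the methods, the authors mapped the reads with Bowtie to TAIR10 and kept perfectly and uniquely mapped reads, with no versions or parameters in the paper's text. The deposited files hold 1 mapped read per line with its position and strand. They hold no counts, scores or other measured values, redundant reads are still in them, and replicates are not pooled. All reads are 51 bp long and lie on chromosomes 1 to 5. The ChIP libraries contain between 3901085 and 7277025 reads and the inputs between 5498751 and 6342078.

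The samples were assigned to genotypes and replicates from the sample labels, which match the genotypes of the paper. From each library, 1 read per position and strand was kept, which removed 38.6% to 53.3% of the reads of a ChIP library and 31.2% to 45.5% of the reads of an input. Between 2112103 and 3654258 reads remained in the ChIP libraries. Each 5′ end was moved by 75 bp towards the centre of the fragment and counted per TAIR10 gene (37899 genes on chromosomes 1 to 5), with genes shorter than 1000 bp widened to that length. Counts were divided by the kept reads of the library and given per 1000000 reads (RPM). Because the reads of a library sum to a fixed total on this scale, the values show the distribution of the mark and not its total amount.

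The design set before the data were examined named a quasi-likelihood test on counts, with a size-factor method and limma-voom as alternatives. Limma on log2 RPM was the fallback if the files did not allow a count test. The files list reads and hold no table of counts, and the fallback was used. Counts per gene were made here from the reads, so the files themselves did not rule out a count test. The quasi-likelihood test was not run. Limma was run as lmFit and eBayes with a trend on log2(RPM + 1) in limma 3.58.1 (R 4.3.3). All 8 ChIP libraries were in one fit, on the 32061 genes with at least 10 reads in at least 2 ChIP libraries. The size-factor alternative became median-of-ratios factors with limma. A fold change on the log2(RPM + 1) scale understates the change of genes with few reads. Calls needed more than 2-fold and a Benjamini-Hochberg adjusted p under 0.05, and the difference of the *brm-1* effect between the backgrounds was called on the adjusted p alone. Standard errors and adjusted p-values in the text come from this test unless another is named. On simulated counts for the 32061 genes with 200 genes changed 3-fold in *brm-1* against Col, this test found 100% of the raised and 97.0% of the lowered genes, with 4 false calls. The simulation held no difference in background between genotypes, and genes with few expected reads were not picked for change.

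Enriched regions were called with a method modelled on SICER, which was not run here: 200 bp windows with a Poisson p under 0.2 were joined over gaps of up to 600 bp and tested against the input of the genotype at an adjusted p under 0.01. The test fixed beforehand took the scaled input as free of error. On simulated libraries with 200 planted regions of 3000 bp and 4-fold enrichment it gave 945 false shared regions, so an exact comparison of both counts, with 1 false shared region, took its place, and the first version was kept as an added alternative. Regions that overlapped between replicates by at least 1 bp were used, and a gene counted as marked where it overlapped one by at least 1 bp. The input was used for calling regions and for the ratios of ChIP to input, not in the test between genotypes. Each genotype has a single input, so these ratios carry the replicate error of the ChIP only.

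The genes named in the text are those the paper names beside a ChIP-seq result, the *MIR156* and *MIR166* genes of S2 Dataset, AT1G78290 of S1 Table, *BRM* and *CLF*, and the 3 called genes with the largest rise and the 3 with the largest fall in *brm-1* against Col and in *brm-1 clf-29* against *brm-1*. The last had to have at least 100 reads in every library of the higher genotype and to change the same way in every replicate. The gene lists come from S2 Dataset and S3 Dataset. S1 Dataset was used only for its first 1996 entries.

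The alternatives fixed with the design covered redundant reads, 4 scalings, limma-voom, no shift of the reads, genes with 500 bp on each side, 1 kb bins, no filter, a fit of only the 2 genotypes compared, the replicate number as a block, more than 2-fold in both pairs of same-numbered replicates without a test, an adjusted p under 0.01, leaving out genes whose input differs more than 1.5-fold, thinning to the smallest library of 2112103 reads, and leaving out each replicate. For regions they covered gaps of 200 bp, an adjusted p under 0.001 with more than 2-fold over input, and stricter overlaps. Chosen after seeing the data were pseudocounts of 0.25 and 4, scaling on the 21724 tested genes outside all regions, a test of genes in regions only, and taking off the background of each library. The background was the median RPM per kb over the genes outside all regions. After it was taken off, each library was scaled to the RPM left on the genes marked in Col. Results with the background taken off include this scaling. Reads were handled with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9. The ontology analysis, ChIP-qPCR, expression, binding and flowering measurements and the overlap with a published list were not analysed here.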

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

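Of the tests below, those by thinning, by scaling on the genes marked in Col, by 5 classes of GC content, on genes outside all regions by GC content, and on each direction of the difference between backgrounds were chosen only after the result was seen, as was the alternative that takes off the background.

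The effect of *brm-1* was compared between the wild-type and the *clf-29* background by an interaction term, and 3304 genes differed. At 2465 genes the *brm-1* change was higher in the *clf-29* background and at 839 it was lower. Among the genes named in the text, the difference on the log2 scale was -1.04 at *FLC*, -1.74 at AT5G33390, -0.51 at *AGL24*, -1.96 at AT5G24240, 1.14 at *MIR156D*, 2.19 at *TUB2*, 1.59 at *CLF*, 2.09 at AT1G38360 and 1.71 at *POK1*. The last 4 overlap no H3K27me3 region. A technical explanation is that Col libraries hold more background than those of the other 3 genotypes, so that genes without the mark fall from Col to *brm-1* and not from *clf-29* to *brm-1 clf-29*. The test fixed beforehand asked whether nearly all differing genes lie outside all regions. They made up 73.2%, against 67.8% of all tested genes, which decides nothing, since the 2 directions are pooled in it. Taken separately, 98.1% of the genes with a higher change overlapped no region, which is what a difference in background would give. With the background of each library taken off, the median difference over all tested genes was 0.04 in place of 0.59. At the 2465 genes the median went from 1.88 to 1.11, and 2105 kept their direction. With the background off, 56 genes in place of 839 had a lower change. At the 839 genes the median went from -0.53 to -0.20 while the median standard error went from 0.144 to 0.118, so the loss of calls there came with smaller differences and not with more noise. Their direction was kept at 830, and since they were chosen for it, background and a true difference cannot be told apart over these genes as a set. The number of differing genes also depends on single libraries: it was 2 without *brm-1* replicate 2, 3 without *brm-1 clf-29* replicate 1, 21 without Col replicate 2 and 8127 without *brm-1* replicate 1. With the background taken off it was 145, and of the 9 named genes only AT5G24240 still passed the adjusted p, with a difference of -2.66. The size also grew at AT5G33390, to -2.22, and at *MIR156D*, to 1.47, so these 2 lost the adjusted p but not the difference. At *POK1* it was 2.15, the size of the change from Col to *brm-1* with the background off (-2.15). No difference was left there between *clf-29* and *brm-1 clf-29*. *POK1* lies outside all regions, and its value shows no retained difference in the *brm-1* effect. The size shrank at *FLC* to -0.70, at *TUB2* to 1.03, at *AGL24* to -0.20, at *CLF* to 0.76 and at AT1G38360 to 1.97. At AT5G24240, singled out here after its value was seen, taking off the background did not remove the difference, and a dependence of the *brm-1* gain on CLF stays open there as untested.

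The paper gives no genome-wide comparison of *clf-29* with Col. In it, 1487 genes were higher and 10729 lower in *clf-29*. Of the lower genes, 9657 overlapped no region of any genotype, while 1453 of the higher and 928 of the lower genes overlapped a region of Col or *clf-29*. Depth does not account for the higher genes, since 1521 were called after thinning to the smallest library. A uniform gain of all marked genes from a better enrichment does not account for all of them either, since scaling on the genes marked in Col left 270, although most calls were lost. The share of genes in regions called higher rose with GC content, from 4.50% in the lowest of 5 GC classes through 9.00%, 12.3% and 17.6% to 27.6% in the highest. The test fixed beforehand compared mean GC, which was higher in these genes by 0.637 SD of genes in regions, short of the 1 SD set as the limit. A GC bias of all reads of these libraries is argued against by the genes outside all regions, whose median change differed by 0.0570 between the classes, and by the inputs, whose medians lay between 0.0151 and 0.0397. A bias that acts on the immunoprecipitated reads alone cannot be told apart from a true gain at GC-rich marked genes, because both would show in these genes alone. The loss of CLF stays open as a biological explanation that was not tested further.

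The paper also gives no genome-wide comparison of *brm-1 clf-29* with *clf-29*. In it, 93 genes were higher and 20 lower in the double mutant. Named genes among them were *MIR156D* with a log2 change of 3.13, AT1G54740 with 2.10, AT3G22160 with 1.74, AT4G37540 with 1.56, *SVP* with 1.52, *TCP2* with 1.38, *BEL1* with 1.28, *FLA9* with 1.20 and *WRKY23* with -2.94. Of these, S3 Dataset lists *MIR156D*, AT3G22160, AT4G37540, *TCP2* and *BEL1*. Of the 249 tested genes with a listed increase in *brm-1*, 34 were higher. Under the 4 scalings set beforehand the higher genes numbered 97 to 131 and the lower 15 to 23. With the background of each library taken off they numbered 36 and 30, and with more than 2-fold in both pairs of same-numbered replicates and no test 130 and 126. Without *brm-1 clf-29* replicate 1 they numbered 27 and 9. These 2 genotypes have close shares of reads in regions, 76.2% and 75.6%, so their backgrounds lie closer than those of Col and the mutants, but the split of the calls still moved when the background was taken off. With all libraries thinned to the smallest they numbered 69 and 17, with all reads as deposited 118 and 28, and with genes of differing input left out 89 and 20, so that depth, the removal of redundant reads or differing input alone does not account for the split. A remaining difference in background and an effect of *brm-1* without CLF both stay open.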

How the results depend on the processing

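Among the settings below, the pseudocounts of 0.25 and 4, scaling on genes outside all regions, testing genes in regions only and taking off the background were chosen only after the result was seen, while the Poisson test of regions was planned and became an alternative after the test on simulated data.

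The 1830 single-gene changes and list medians under alternatives kept direction and call, or moved by less than the replicate spread, in 1641 cases. In 56 they lost the threshold and in 56 they passed it newly. In 46 the sign changed, in 5 of these with an adjusted p under 0.05 on either side, and in 31 the median of a list moved further with the same sign. Several alternatives leave the log2 change as it was by construction. Among them are a lower limit on the adjusted p and leaving out a replicate of a genotype not compared. The tally therefore overstates the number of separate checks. Most sign changes were at AT4G37540 and AT3G22160 in *brm-1 clf-29* against *brm-1* and at *MIR157b* and *BRM* in *brm-1* against Col. *SVP*, *TCP2*, AT5G33390, *MIR156D*, *MIR166A*, AT3G22160 and AT5G24240 were higher and *WRKY23* lower in *brm-1* under each of the 28 alternatives that gave a value, with *SVP* between 1.82 and 3.14 and *WRKY23* between -2.88 and -1.25. *SVP* in *brm-1 clf-29* against *brm-1* stayed between 1.42 and 1.68. The number of Col regions ranged from 4736 to 6861 and that of marked genes from 7417 to 9368.

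The median log2 change of all genes in *brm-1* against Col was -0.75 with library totals, -0.29 with TMM over all tested genes, -0.96 with TMM over genes marked in Col, -0.29 with TMM over 10 kb bins, -0.01 with median-of-ratios size factors and 0.16 with scaling on genes outside all regions. For *clf-29* against Col it was -0.74, -0.47, -1.04, -0.32, -0.09 and 0.10 in the same order, and for *brm-1 clf-29* against *brm-1* it moved from 0.08 to -0.06 with TMM over all tested genes. The counts of calls followed these shifts, as a common factor moves every gene of a library.

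With TMM over all tested genes, 1792 genes were higher and 4862 lower in *brm-1* than Col (111 and 12331 with library totals), 2951 higher and 5632 lower in *clf-29* than Col (1487 and 10729), and 196 higher and 2368 lower in *brm-1 clf-29* than *brm-1* (446 and 1664). The *brm-1* effect differed between backgrounds at 6119 genes (3304), 142 listed increases were higher (50), 2 listed decreases lower (8), and 35 listed increases lower in *brm-1 clf-29* (23). With TMM over genes marked in Col, 57 were higher and 15394 lower in *brm-1*, 270 higher and 16731 lower in *clf-29*, 249 higher and 2030 lower in *brm-1 clf-29* than *brm-1*, 6950 differed between backgrounds, 28 listed increases were higher and 13 listed decreases lower, and the change of *AP3* in *brm-1* turned to -0.0038. With TMM over 10 kb bins the counts were 1759 and 4722 in *brm-1*, 3991 and 3387 in *clf-29*, 6686 between backgrounds, 140 listed increases and 2 listed decreases. With median-of-ratios size factors they were 7483 and 1537, 5501 and 1271, 7947, 208 and 1. With scaling on genes outside all regions they were 9539 and 672, 6740 and 593, 8535, 218 and 1, and the changes of *BRM* and *MIR157b* in *brm-1* turned to 0.72 and 1.05.

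Counting in 1 kb bins gave 334 higher and 7317 lower in *brm-1*, 2296 higher in *clf-29*, 842 higher and 3286 lower in *brm-1 clf-29* than *brm-1*, 184 higher and 37 lower in *brm-1 clf-29* than *clf-29*, and 93 between backgrounds. Of the listed increases 83 were higher in *brm-1* and 58 lower in *brm-1 clf-29*, with 54 of the genes of S3 Dataset. The cause was not tested.

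With more than 2-fold required in both pairs of same-numbered replicates and no test, 67 genes were higher and 7123 lower in *brm-1*, 6341 lower in *clf-29*, 251 higher in *brm-1 clf-29* than *brm-1*, and 130 higher and 126 lower in *brm-1 clf-29* than *clf-29*, with 4 listed decreases lower. At an adjusted p under 0.01, 6730 were lower in *brm-1*, 6101 lower in *clf-29*, 53 higher and 10 lower in *brm-1 clf-29* than *clf-29*, and 45 differed between backgrounds. A lower limit on the adjusted p gives fewer calls by construction, and for the rule on both pairs the cause was not tested.

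All reads as deposited gave 1615 genes between backgrounds, thinning 1371 and a pseudocount of 0.25 gave 1048. A pseudocount of 4 gave 57 higher and 4039 lower in *brm-1*, 1232 higher and 3458 lower in *clf-29*, 184 higher and 965 lower in *brm-1 clf-29* than *brm-1*, 12 lower in *brm-1 clf-29* than *clf-29*, and 6628 between backgrounds. Tests of genes in regions only, which cover fewer genes, gave 89 higher and 69 lower in *brm-1*, 1453 higher and 928 lower in *clf-29*, 1047 lower in *brm-1 clf-29* than *brm-1*, and 703 between backgrounds. With the background taken off, 87 were higher and 207 lower in *brm-1*, 405 higher and 3429 lower in *clf-29*, 177 higher and 1648 lower in *brm-1 clf-29* than *brm-1*, 36 higher and 30 lower in *brm-1 clf-29* than *clf-29* (93 and 20), and 145 differed between backgrounds. Of the listed increases 31 were higher, and the changes of *AG* and *AP3* in *brm-1* turned to -0.028 and -0.085. Beyond the removal of the background or of genes, the cause was not tested.

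The replicate numbers do not pair the libraries: deviations of same-numbered libraries from their genotype means correlated between -0.0114 and 0.105. With the replicate block, 142 genes were higher and 57 lower in *brm-1 clf-29* than *clf-29*, 6836 differed between backgrounds, and 111 were higher and 12697 lower in *brm-1* than Col. A block by read length could not be run, because all reads are 51 bp.

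Leaving out each library in turn gave 4496 (without Col replicate 2) to 13415 (without *brm-1* replicate 1) genes lower in *brm-1*, 5112 (without Col replicate 2) to 11050 (without *brm-1* replicate 2) lower in *clf-29*, and 234 (without *brm-1 clf-29* replicate 1) to 1638 (without *brm-1* replicate 1) higher in *brm-1 clf-29* than *brm-1*. In *brm-1 clf-29* against *clf-29* it gave 27 (without *brm-1 clf-29* replicate 1) to 109 (without *clf-29* replicate 1) higher and 9 (without *brm-1 clf-29* replicate 1) to 30 (without *brm-1* replicate 1) lower genes. Between backgrounds it gave 2 (without *brm-1* replicate 2) to 8127 (without *brm-1* replicate 1), and of listed decreases 5 (without *brm-1* replicate 2) to 9 (without *brm-1* replicate 1). Where a genotype keeps 1 library, that library is assumed to vary like the others. The cause was not tested.

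The share of reads in Col regions was 59.3% in Col, 78.1% in *clf-29* and 77.6% in *brm-1 clf-29* with all reads as deposited. In regions at the stricter threshold it was 56.5% in Col, 69.6% in *brm-1*, 73.5% in *clf-29* and 72.7% in *brm-1 clf-29*.

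Depth limits genes outside all regions, whose median was 6.84 and 6.95 RPM in Col and 3.62 and 2.25 RPM in *brm-1*, so these genes rest on few reads in *brm-1*. Thinning every ChIP library to 2112103 reads lowered the genes called lower in *brm-1* to 9094 and gave 143 higher.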

Differences from the paper's values

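Of the settings named here, taking off the background, scaling on genes outside all regions and testing genes in regions only were chosen only after the result was seen.

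The paper's value for genes changed more than 2-fold in *brm-1* is 276, and the value here is 12442. The value here is over all tested genes. According to the methods, the paper's analyses took in only H3K27me3 regions seen in both replicates, so the 2 sets of genes differ. None of the 24 alternatives set before the data were examined came within 1.5 times of the paper's value. With the background of each library taken off, chosen after seeing the values, 87 genes were higher and 207 lower, a sum near the paper's total with another direction in most genes.

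For genes with increased H3K27me3 the paper's value is 258 and the value here is 111. Of the 24 alternatives set before the data were examined, counting in 1 kb bins, with 334, came within 1.5 times of the paper's value and the other 23 did not. For genes with decreased H3K27me3 the paper's value is 18 and the value here is 12331, and none of the 24 alternatives came near the paper's value. Of these 12331 genes, 12212 overlapped no region of any genotype. Testing genes in regions only, chosen after seeing the values, gave 89 higher and 69 lower genes, with 56.3% of the calls higher.

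The paper's share of increases among the changed genes is 93.5%, against 0.892% here, and its share of decreases is 6.5%, against 99.1% here. These shares are over all tested genes, most of them outside regions, while the paper's are over genes in H3K27me3 regions. With genes in regions only, chosen after seeing the values, 56.3% of the calls here were higher. Median-of-ratios size factors, set before the data were examined, came within 1.5 times of the paper's share of increases, at 83.0%, and the other 23 alternatives did not. For the share of decreases none of the 24 did. Scaling on genes outside all regions, chosen after seeing the values, gave 93.4% increases, with 9539 higher and 672 lower genes.

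Of the genes with increased H3K27me3 in *brm-1*, the paper's number with reduced levels in *brm clf* is 133, and 23 of the listed genes were called lower here. None of the 24 alternatives set before the data were examined came within 1.5 times, and 1 kb bins came closest with 58. Without a fold rule, 110 of the 249 tested listed genes had a log2 change below 0.

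The paper lists AT1G06980, *AGL24*, *MIR166C*, *MIR166E* and *MIR166F* with an increase of more than 2-fold in *brm-1*, while the log2 changes here were 0.91, 0.94, 0.73, 0.91 and 0.61. All 5 were called with TMM over all tested genes, TMM over 10 kb bins and median-of-ratios size factors, and with scaling on genes outside all regions, chosen after seeing the values. *AGL24* was also called with all reads as deposited and without *brm-1* replicate 1, and AT1G06980 without Col replicate 1. *MIR166C* passed 2-fold, though not the adjusted p, with the background taken off, chosen after seeing the values (1.06). Of the whole list, 50 of 249 tested genes were called higher here and 219 had a change above 0. S1 Table gives an increase at AT1G78290, where the change here was -0.96.

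S3 Dataset lists *TCP2*, AT1G06980 and *MIR166A* with H3K27me3 lower in *brm clf* than in *brm*, and the changes here were 0.82, 1.05 and 0.74. It also lists AT3G22160, AT4G37540, *BEL1*, *SMZ* and *MIR156D*, where the changes here were 0.04, 0.01, -0.23, 0.36 and 0.31. Those at AT3G22160 and AT4G37540 were below 0 under all 4 other scalings set before the data were examined, at the lowest -0.27 and -0.19 over all alternatives. Over the whole list, 94 of 124 tested genes had a change below 0. The list was chosen on these libraries, and 85.8% of the genes picked for a rise in *brm-1* fell in simulations without any difference, so this tally is not independent evidence. The simulated share does not give the size of this effect where genes truly rise. Fig. 2B draws *SVP* in *brm-1 clf-29* about as high as in *brm-1* and AT1G54740 lower, while the changes here were 1.59 and 1.01. The same panel draws *clf-29* lower than Col at AT1G06980, *MIR166A* and *WRKY23*, while the changes here were 1.37, 1.35 and 0.73.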

Other observations

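Of the tests in this part, those on the share of background reads among the lower genes, on redundant reads, on depth, on the scaling at *SVP*, on the labels and on the correlation with the background taken off and different Col replicates were chosen only after the result was seen, as was taking off the background.

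A large part of the genes, 12331 of 32061, had fewer reads in *brm-1* than in Col. Depth is argued against by thinning, which left 9094 lower genes, and redundant reads by the reads as deposited, which gave 11820. A GC bias is argued against because genes outside all regions fell in each of 5 classes of GC content, with the smallest median change at -0.92. A higher share of background reads in the Col ChIP libraries is a candidate explanation, since 99.0% of the lower genes overlapped no region of any genotype. A loss of a low level of the mark across these genes cannot be told apart from this. In Col, the lower genes outside all regions held a median of 0.395 times the RPM of the input, but genes outside regions called against the input lie below it by selection, so the value decides nothing. Whether the background differs for a technical reason, such as the immunoprecipitation, or because total H3K27me3 differs between seedlings was not tested, and reads without an external standard give no value for it.

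*SVP* had more H3K27me3 reads in *brm-1 clf-29* than in *brm-1*, by a log2 change of 1.59. The smallest change over the 6 other scalings was 1.42, and after thinning it was 1.59, so neither the scaling nor the depth accounts for it. A uniform gain of the genes that keep the mark is argued against, since *SVP* lay at percentile 99.97 of the 9273 genes in *brm-1* regions, below *ZFP8* among others, which rose by 1.94. Copy number or mappability is argued against by the inputs, whose ratio at *SVP* in *brm-1 clf-29* over *brm-1* was 0.919. A gain of the mark at *SVP* by another methyltransferase when CLF is missing may be put forward as a hypothesis, found and tested on the same data. *SVP* was also higher in *clf-29* than in Col, by 2.13.

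Changes in *brm-1* and in *clf-29* against Col ran together across the 10337 genes in regions, with a correlation of 0.27 across genes, which are not independent replicates. Both share the Col libraries, which alone gave 0.46 in simulated unchanged groups. With a different Col replicate for each change the correlation was 0.22, where the simulation gave about 0 (-1.78e-04), so shared libraries do not account for it. With the background of each library taken off the correlation was 0.27, which decides nothing while the Col libraries are shared. With the background taken off and a different Col replicate for each change it was 0.18 and 0.19 for the 2 ways to assign the replicates, against 0.22 and 0.23 with the background left in, which argues against the difference in background as the whole cause. Of all called genes, 17 were higher in both mutants and 14 higher in *brm-1* and lower in *clf-29*. Of the 249 tested genes with a listed increase in *brm-1*, 25 were higher and 31 lower in *clf-29*. Other technical explanations, GC content among them, were not tested for this relation, and a gain of the mark at the same genes in both mutants stays open.

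Listed increases in *brm-1* were chosen on the same *brm-1* libraries that *brm-1 clf-29* is compared with, and such a choice makes genes fall in the second comparison. To test this, the 249 genes with the largest rise were picked on 1 replicate. Picked on replicate 1, their median change in *brm-1 clf-29* was 0.0872 against the same *brm-1* replicate and 0.156 against the other, and picked on replicate 2 it was -0.132 and 0.0433. Of the genes picked on replicate 1, 46.2% were lower against the same replicate and 43.4% against the other. For replicate 2 these shares were 55.4% and 49.8%. The median change was lower against the replicate used for picking in both cases, yet it was below 0 in only 1 of the 2, so the share of the listed falls that comes from the choice cannot be told apart from a loss of the mark.

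The labels of the mutant libraries were checked at the mutated genes. An insertion should leave a position that no read crosses. Reads crossed a position of *BRM* 3.26 times on average in the libraries labelled with *brm-1* and 3.12 times in the others, and the longest stretch without a crossing read was 61 and 81 bp. For *CLF* the averages were 2.80 and 2.95 and the stretches 53 and 109 bp. Stretches of this size occur in both groups, and unmapped reads at an insertion are not in the files, so a wrong label cannot be told apart from a correct one here.

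AT3G00890, *MIR157b* and AT4G23380, the genes with the largest falls in *brm-1 clf-29* against *brm-1*, fell by 2.51, 3.13 and 2.77 on the log2 scale in *clf-29* against Col. The shared regions covered 19.9 Mb in Col, 21.8 Mb in *brm-1*, 15.7 Mb in *clf-29* and 17.0 Mb in *brm-1 clf-29*, with median lengths of 2400, 2600, 2000 and 2000 bp.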
